# Exogenous prostaglandin D_2_ as a modulator in bovine endometritis: implications for reducing antibiotic use in dairy cattle

**DOI:** 10.3389/fvets.2025.1618203

**Published:** 2025-08-12

**Authors:** Xiaolin Yang, Shuangyi Zhang, Bo Liu, Lili Guo, Pengfei Gong, Jingze Wu, Yi Zhao, Wei Mao, Jinshan Cao

**Keywords:** endometritis, *Escherichia coli*, prostaglandin D2, bone marrow-derived, endometrial tissue

## Abstract

**Introduction:**

Bovine endometritis is a common postpartum uterine infection that significantly impacts the health and production performance of dairy cows, leading to economic losses for farms. Bovine endometritis is closely associated with pathogenic microorganisms, disturbances in uterine microecology, and localized inflammatory damage. *Escherichia coli* (*E. coli*) is the primary pathogenic bacterium responsible for bovine endometritis. Prostaglandin D_2_ (PGD_2_) is abundant in the uterine environment. However, its role in *E. coli*-induced endometritis remains largely unknown. We used bovine bone marrow-derived macrophages (BMDMs) and bovine endometrial tissue to investigate the specific genes and molecular mechanisms involved in *E. coli*-induced bovine endometritis.

**Methods and results:**

Transcriptomic data show that *E. coli* infection significantly upregulated 2,141 genes and downregulated 2,381 genes in bovine BMDMs. *E. coli* activates various molecular functions in bovine BMDMs, with the most closely related being the inflammatory response, in which Prostaglandin-Endoperoxide Synthase 2 (PTGS2) plays a crucial role. Additionally, ELISA analysis revealed that *E. coli* infection significantly promoted the secretion of PGD_2_ in BMDMs. In the early stage of infection, ELISA results showed that exogenous PGD_2_ significantly promoted the secretion of TNF-α, IL-1β, and IL-6 in BMDMs and endometrial tissues, suggesting its role in enhancing the inflammatory response during early infection. Further q-PCR and immunofluorescence analyses demonstrated that PGD_2_ markedly upregulated the expression of damage-associated molecules, including high mobility group box 1 (HMGB-1) and hyaluronic acid-binding protein 2 (HABP-2). In addition, immunofluorescence and MTT assay results indicated that PGD_2_ enhanced the intracellular survival of *E. coli* in macrophages. H&E staining showed that PGD_2_ exacerbated pathological damage in bovine endometrial tissues. Contrastingly, at later stages, PGD_2_ suppresses the expression of inflammatory mediators, decreases *E. coli* survival, and alleviates tissue damage.

**Discussion:**

These results not only deepen our understanding of the multifaceted role of exogenous PGD2 in uterine pathophysiology but also provide potential therapeutic implications for the treatment of bovine endometritis.

## 1 Introduction

Endometritis is a common bacterial infection affecting the reproductive system of cattle globally. It severely impacts bovine the reproductive efficiency, hinders animal welfare, and can delay or prevent successful pregnancies (1). *Escherichia coli* (*E. coli*) is the primary pathogen associated with this condition, with bacterial colonization occurring in the uterus of 80–100% of cows within 2 weeks postpartum (2). The reported incidence of *E. coli*-induced endometritis during this period is 49.2% (3). Postpartum, the uterus is highly vulnerable to infection by *E. coli*, leading to increased inflammation triggered by microbe- and damage-associated molecular patterns (DAMPs) (4). *E. coli* infection also contributes to cell death, tissue damage, and necrosis (5), posing a significant threat to the health and recovery of postpartum cows, while reducing the economic efficiency of dairy farming (6). Consequently, strategies to protect the uterus from *E. coli* infection are of growing research interest.

At present, the primary clinical approaches for managing bovine endometritis involve the use of antibiotics and non-steroidal anti-inflammatory drugs (NSAIDs) (7, 8). However, long-term or inappropriate antibiotic use can lead to the development of antibiotic-resistant bacterial strains. This resistance not only makes the treatment of subsequent infections more difficult but may also significantly reduce the effectiveness of antibiotics, thereby posing a serious challenge to herd health management (9–11). In addition, the issue of antibiotic residues in meat and dairy products cannot be overlooked. Antibiotic residues may trigger allergic reactions in humans and contribute to the development of antibiotic resistance, thereby weakening the body's immune defense mechanisms and posing a potential threat to human health (12–14). NSAIDs are another commonly used treatment for bovine endometritis, primarily acting by reducing inflammation, alleviating pain, and improving clinical symptoms (15–17). However, NSAIDs inhibit the synthesis of all prostaglandins, which can interfere with the normal tissue repair processes in the uterus and delay the healing of the endometrial lining (18, 19). Consequently, it is crucial to identify novel therapeutic targets that can provide effective treatment while reducing the risk of adverse effects.

The imbalance between infection and self-defense mechanisms results in postnatal reproductive diseases, including puerperal inflammation, clinical endometritis, subclinical endometritis, etc. (20). Endometritis affects over 45% of cows within 3 weeks postpartum, with 15–20% developing clinical endometritis and 30% developing subclinical endometritis (6). Upon *E. coli* invasion, it adheres to and colonizes the mucosal surface of the endometrium, particularly in areas with tissue damage (21). Endometrial epithelial and mesenchymal cells detect DAMPs via innate immune receptors, triggering the release of cytokines, chemokines, and prostaglandins that amplify the inflammatory response (22). These mediators recruit and activate neutrophils and macrophages, which aid in eliminating pathogens and resolving tissue damage (23). Macrophages play a key role in immune responses, facilitating phagocytosis, clearing infections, and regulating inflammation to promote tissue repair and restore homeostasis (24). Monocytes and macrophages in the bone marrow and peripheral blood primarily originate from hematopoietic stem cells in the bone marrow (25). As primary immune cells, they retain the key physiological functions of tissue-resident macrophages. Moreover, under specific induction conditions, bone marrow-derived macrophages (BMDMs) can be reliably polarized into either M1 or M2 phenotypes (26), making them an ideal *in vitro* model for studying macrophage-mediated inflammatory responses during *E. coli* infection in dairy cows. Based on these advantages, BMDMs were selected as the experimental model in this study. Cytokines, chemokines and prostaglandins (PGs) are recognized as key regulators of *E. coli*-induced endometritis (27). However, the mechanism by which PGs influence this process in bovine endometritis remains unclear.

PGs, members of the eicosanoid family of lipid compounds, play critical roles in regulating inflammation and immune responses. The major PGs include Prostaglandin D_2_ (PGD_2_), E_2_ (PGE_2_), H_2_ (PGH_2_), and I_2_ (PGI_2_). PGD_2_ is synthesized via the catalytic activities of cyclooxygenases and PGD_2_ synthases in mast cells, macrophages, and other cellular sources (28). PGD_2_ has been implicated in microbial infections, immunomodulation, inflammation during cancer progression, and renal injury (29). PGD_2_ mediates its biological effects through two G protein-coupled receptors, DP_1_ and DP_2_ (28). However, the pathophysiological role of PGD_2_ remains controversial. Some studies have highlighted its pro-inflammatory properties, showing that it enhances immune cell chemotaxis and accumulation at inflammation sites, exacerbating conditions such as inflammatory bowel disease, rhinitis, and asthma (30–32). Conversely, other research highlights its anti-inflammatory functions, demonstrating that PGD_2_ signaling suppresses inflammasome hyperactivation, providing protection against *Helicobacter pylori*-induced gastritis, acute lung inflammation, and brain inflammation (33–35). Intriguingly, PGD_2_ exhibits anti-inflammatory effects in colitis, but paradoxically promotes carcinogenesis during its resolution phase (30). Recent studies have also provided insight into PGD_2′_s dual role in inflammatory conditions. For instance, our research group demonstrated that exogenous PGD_2_ enhances *E. coli* induced inflammatory responses in mouse macrophages (36). Additionally, the PGD_2_-DP_1_ pathway may exert protective effects against endometritis in dairy cows (37). Hence, the paradoxical role of PGD_2_ has attracted attention; however, its role in bovine endometritis remains largely unexplored.

Therefore, this study aims to explore novel therapeutic targets, with the goal of providing new strategies for the treatment of bacterial bovine endometritis. To this end, this study employed transcriptomics to select inflammation-related genes associated with *E. coli* infection in BMDMs. Using bovine BMDMs and endometrial tissue as models, we conducted a comprehensive and systematic investigation of the molecular mechanisms through which PGD_2_ modulates *E. coli*-induced bovine endometritis.

## 2 Materials and methods

### 2.1 Ethical statement

All animal experiments adhered to the regulations stipulated in the Administration of Affairs Concerning Experimental Animals in China and received approval from the Animal Welfare and Research Ethics Committee of Inner Mongolia Agricultural University (Approval ID: NND2021013).

### 2.2 Bacterial strains

The *E. coli* O157:H7 strain used in this study was purchased from Bena Culture Collection (BNCC186579, Beijing, China). A 1 ml suspension of *E. coli* O157:H7 strain (at a concentration of 1 × 10^7^ CFU) preserved in the laboratory was inoculated into 100 ml of Luria-Bertani (LB) broth (Oxoid, Basingstoke, LTD, UK). Incubate the culture at 37°C with shaking at 200 rpm for 12 h, or until the OD_600_ of the culture reaches 0.9. The bacterial suspension was serially diluted and plated onto LB agar. After incubation at 37°C for 18 h, colonies were counted, and the concentration was quantified as CFU/ml.

### 2.3 Infection of BMDMs and treatment *in vitro*

In this study, bovine rib samples were obtained from healthy adult Holstein cows at the Beiya Slaughterhouse in Hohhot, Inner Mongolia, China. All animals had passed veterinary health inspections and quarantine assessments, and were confirmed to be free of major diseases. Slaughter was conducted solely for commercial food production purposes. After slaughter at the abattoir, cow rib bones were collected immediately post-mortem, placed on ice, and transported to the laboratory for further processing. All bone marrow samples were processed within 1 hour of animal death to preserve cell viability and ensure reproducibility of the results. Bone marrow was extracted from cow ribs by flushing with phosphate-buffered saline (PBS; Hyclone, Logan, UT, USA). The collected cells were centrifuged at 2,900 g for 8 min, and the supernatant was discarded. The cells were subsequently resuspended in erythrocyte lysis buffer and incubated for 5 min to facilitate lysis. The cells were then centrifuged at 1,300 g for 8 min and subsequently cultured in RPMI 1,640 medium supplemented with 20% fetal bovine serum (Hyclone, Logan, UT, USA) and 20 ng/ml M-CSF (Kingfisher Biotech Inc., USA) at 37°C in a 5% CO_2_ atmosphere. After 7 days, unattached cells were removed, and adherent cells were used for the experiments. To induce M1 macrophages, cells (2 × 10^6^ per well) were treated with 1 μg/ml of lipopolysaccharide for 24 h, followed by an 8-h resting period. M1 BMDMs were confirmed by immunofluorescence (Supplementary Figure 1).

### 2.4 Experimental animals and treatment

The tissues used in this study were obtained from animals slaughtered at the Beiya Slaughterhouse in Hohhot, Inner Mongolia, China. Prior to slaughter and tissue collection, all animals underwent health screening, including tests for common reproductive diseases. To minimize the potential impact of underlying infections on the study results, only animals that met these health standards were selected. The experiment selected 30 healthy Holstein dairy cows aged 15–18 months, and fresh uterine horn samples were collected (~400 kg). All samples were collected from sexually mature cows in the proestrus phase of the estrous cycle. Endometrial tissue culture was established following the method of Li (5). After rinsing the uterine horns 3 times with PBS containing 100 IU/ml penicillin, 100 IU/ml streptomycin, and 2.5 mg/ml amphotericin B, the uterine horns were incubated at 4°C for 1 h. Under aseptic conditions, the uterine horns of cows were longitudinally incised, and small pieces of endometrial tissue measuring 2 × 2 mm were excised. These explants were then randomly allocated to six-well plates for culture.

### 2.5 Experimental infection and treatment *in vitro*

BMDMs were randomly divided into four groups: Control, PGD_2_-treated, *E. coli*-infected, and PGD_2_ + *E. coli* co-treatment groups. In the PGD_2_-treated and co-treatment groups, cells were pretreated with PGD_2_ at a final concentration of 1 × 10^−6^ M (1 × 10^−6^ M; Cayman Chemical Company, Ann Arbor, MI, USA) for 24 h prior to infection (see Supplementary Figure 2 for concentration selection). Subsequently, *E. coli* was added at a multiplicity of infection (MOI) of 5:1 for further experimentation. After 1 h of infection with 100 μg/ml tobramycin to remove extracellular bacteria, the medium was changed to continue the culture (38).

The bovine endometrial tissues were randomly assigned to the following experimental groups: Control, PGD_2_ (1 × 10^−5^ M), PGD_2_ (4 × 10^−9^ M), *E. coli*, PGD_2_ (1 × 10^−5^ M) + *E. coli*, and PGD_2_ (4 × 10^−9^ M) + *E. coli*. Prior to infection, tissues in the PGD_2_ treatment groups were pretreated with the corresponding concentration of PGD_2_ for 24 h. Subsequently, infection was performed using *E. coli* at a concentration of 1 × 10^6^ CFU/ml. Each group was set up in three independent wells, with tissue samples obtained from different individual cows to enhance biological reproducibility. In addition, each well was analyzed in triplicate, and the average value was used for subsequent data analysis.

### 2.6 RNA isolation, library preparation and transcriptome analysis

BMDMs were treated with PGD_2_ (1 × 10^−6^ M) for 24 h, followed by infection with *E. coli* at a MOI of 5:1 for 4 h. Total RNA was isolated from the cells using TRIzol reagent. The RNA concentration and integrity were then evaluated using a NanoDrop spectrophotometer (Thermo Scientific, USA) to confirm that the RNA remained intact. The libraries were constructed following the manufacturer's instructions, after which transcriptome sequencing was performed and the data analyzed by OE Biotech Co (Shanghai, China). Gene counts for each sample were normalized using DESeq2 software, with expression levels estimated based on the baseMean value. The fold changes were calculated, and significance was assessed using a negative binomial distribution test (NB test). The differentially expressed genes (DEGs) selected met the criteria of |log2 Fold Change| > 1.5 and a significance *P*-value < 0.05. Significantly enriched genes and related pathways were identified through GO and KEGG enrichment analysis and their main biological functions were explored (with a significance threshold of *P* < 0.05). Finally, further enrichment analysis of GO and KEGG pathways was conducted using the OECloud tool (https://cloud.oebiotech.com/task/).

### 2.7 q-PCR

Cells were collected at 2, 4, and 6 h post-*E. coli* infection. Total RNA was extracted using the Axygen RNA Kit (Axygen Scientific, USA), and RNA was reverse-transcribed into cDNA using the PrimeScript RT kit (Vazyme, Nanjing, China). The mRNA levels of various genes including Prostaglandin-Endoperoxide Synthase 2 (*PTGS2*), *HMGB-1*, and *HABP-2* were quantified using the SYBR Green Master Mix Kit (Roche Applied Science, Mannheim, Germany). Gene expression was normalized according to actin mRNA levels, and data were analyzed using the 2^−^^Δ*ΔCt*^ method (39). All primers information is in Table 1.

**Table 1:** Primer sequences used for real-time PCR.

**Gene**	**Primer sequence (5^′^to 3^′^)**	**Annealing temperature, °C**	**Product size, bp**
*β-Actin*	F: ATCGGCAATGAGCGGTTC R: CCGTGTTGGCGTAGAGGT	60	144
*PTGS2*	F: CTCCTGTGCCTGATGACTGC R: TGGTCCTCGTTCAAAATCTGTCT	60	196
*HMGB-1*	F: AAGTTCAAGGATCCCAATGCAC R: GCTTATCATCCGCAGCAGTGT	60	162
*HABP-2*	F: TCTGACAACCCTGACTGGTACTAC R: GTGGTAAGGAGGACTCTGAGTAATG	60	212

### 2.8 Molecular docking analysis

We performed molecular docking analysis of the drug PGD_2_ with the key target protein PTGDR. After removing all associated ligands, the three-dimensional structures of PGD_2_ and PTGDR were obtained from PubChem and the Protein Data Bank (PDB), respectively. AutoDock v1.5.7 was then used for ligand preparation, including the removal of water molecules, processing of nonpolar hydrogen atoms, and identification of the active binding site. Docking conformations were calculated using AutoDock Vina, and the optimal docking model was selected. Finally, the key binding amino acids and optimal binding conformation were visualized using the PyMOL molecular graphics system v2.0 in the Python environment (40).

### 2.9 Enzyme-linked immunosorbent assay

The concentrations of PGD_2_, TNF-α, IL-1β, IL-6, IL-8 and IL-10 in the supernatants of BMDMs and endometrial tissue were measured using bovine PGD_2_ (Cayman Chemical Company, Ann Arbor, MI, USA), TNF-α and IL-6 (R&D Systems, Minneapolis, MN, USA), and IL-1β, IL-8, and IL-10 (Kingfisher Biotech, St. Paul, MN, USA) ELISA kits according to the manufacturer's instructions.

### 2.10 Western blot analysis

Total protein was extracted from treated cells using the M-PER mammalian protein extraction reagent (Thermo Scientific, Waltham, MA, USA), and protein concentrations were determined using the BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). A total of 10 μg of protein from each sample was separated using a 12% SDS-PAGE gel, and the proteins were subsequently transferred to a polyvinylidene fluoride (PVDF) membrane for Western blot analysis. Subsequently, the membrane was blocked with StartingBlock™ (TBS) blocking buffer (Thermo Fisher, MA, USA) at room temperature for 1 h, followed by incubation with primary antibodies at 4°C for 14 h. The primary antibodies employed were antiphospho-ERK, anti-ERK, antiphospho-p38, anti-p38, antiphospho-NF-κB p65, anti-NF-κB p65 (Cell Signaling Technology, 1:1,000 dilution), and anti-GAPDH (1:10,000) monoclonal antibodies. Immunoreactive bands were visualized via chemiluminescence using horseradish peroxidase-conjugated secondary anti-rabbit and anti-mouse antibodies along with chemiluminescent substrate (Thermo Scientific). The band density on the blots was quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### 2.11 Cell viability assay

Cell viability and intracellular *E. coli* survival were assessed via the MTT assay. BMDMs were seeded in 96-well plates at a density of 1 × 10^4^ cells per well, with 180 μl of culture medium added to each well, and cultured at 37°C in 5% CO_2_. After 24 h of PGD_2_ treatment, cells were infected with *E. coli* at an MOI of 5:1 for 2.5 and 6 h. Cell viability was evaluated using the MTT assay following the guidelines provided by the manufacturer (Solarbio, Beijing, China).

### 2.12 Phagocytosis and bacterial killing of *E. coli* by BMDMs

To investigate the impact of PGD_2_ on phagocytosis and bacterial killing, BMDMs were cultured at a density of 2 × 10^6^ cells per 35 mm glass-bottom Petri dish. After treatment, cells were labeled with 8 μm 11′-dioctadecyl-3,33′3′-tetramethylindocarbocyanine perchlorate (DiI, Thermo Scientific). After labeling *E. coli* with Hoechst 33258 dye for 30 mins, BMDMs were infected for 30 mins, 2.5 h, and 6 h at 37°C. The cells were then fixed with 4% paraformaldehyde and imaged using a confocal microscope (LSM 800; Carl Zeiss, Oberkochen, Germany) at × 400 magnification.

### 2.13 Immunofluorescence and histological analysis

Immunofluorescence analysis of endometrial tissues from dairy cows was performed using established methods (41). After frozen sections, they were incubated overnight at 4°C using primary antibodies (1:100 dilution) to HMGB-1 and HABP-2. After blocking, tissue sections were incubated with donkey anti-rabbit IgG-Alexa Fluor 647 fluorescent secondary antibody (1:1000 dilution; Abcam) for 1 h in the dark. Imaging and quantification of fluorescence intensity were conducted using confocal microscopy (LSM 800, Zeiss, Oberkochen, Germany) at × 400 magnification.

Sections were made by dehydration through an alcohol gradient (70%, 80%, 90%, 100%) and paraffin embedding.These sections were then stained with hematoxylin and eosin (H&E) and imaged using an Axio Scan Z1 slide scanner (Zeiss, Thornwood, NY, USA). All images were captured under identical conditions.

### 2.14 Statistical analysis

Data were analyzed using GraphPad Prism 8 (GraphPad Software, CA, USA), and results are presented as mean ± standard deviation (SD). Statistical significance was evaluated using one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test or two-way ANOVA with Bonferroni's post-hoc test, depending on the experimental design. Differences were considered statistically significant when the *P* value was < 0.05 (^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, and ^****^P < 0.0001).

## 3 Results

### 3.1 Altered gene levels in *E. coli*-infected BMDMs

Transcriptome sequencing was performed to identify potential target genes associated with *E. coli* infection in BMDMs. 

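BMDMs are macrophages grown from bone marrow, here from the ribs of Holstein cows and with macrophage colony-stimulating factor. The paper's cell methods also describe 24 h of lipopolysaccharide to make M1 macrophages, a step that its sequencing methods do not mention. RNA of 24 cultures was sequenced in 4 groups of 6 replicates. One group was left uninfected, and another was infected with E. coli for 4 h at a multiplicity of infection of 5. The other two groups were infected in the same way after 24 h with H-PGDS inhibitor 1 or with HQL-79, both inhibitors of hematopoietic prostaglandin D synthase, an enzyme that makes PGD2. For these groups the sample labels name the inhibitors, whereas the sequencing methods of the paper describe a treatment with PGD2, and no library was taken here as treated with PGD2. The authors isolated RNA with TRIzol and had it sequenced by OE Biotech, and they deposited the raw counts on each of 16901 genes in each library, without normalization or pooling of replicates. Total counts per library ranged from 21137119 to 34741256 in the uninfected group and from 23541605 to 37038034 in the E. coli group. They ranged from 18819873 to 37522719 with H-PGDS inhibitor 1 and from 26086002 to 36965487 with HQL-79. In every group the totals lay on both sides of a gap between 28636575 and 32728696 counts, with 3 uninfected and 2 E. coli libraries under it, and libraries under and over the gap are called smaller and larger here. The 10 genes with the most counts held 11.2% to 12.6% of the counts of an uninfected library and 13.0% to 16.5% of those of an E. coli library. Library composition was adjusted for with the TMM factors of edgeR, which in the fit of these 2 groups were 1.24 to 1.36 for the uninfected libraries and 0.725 to 0.827 for the E. coli libraries, so that an equal share of counts gives a higher expression value after infection. Expression is given in counts scaled to the adjusted library total (CPM), with the factors of all 24 libraries. Groups were compared with edgeR's quasi-likelihood test, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It restates the test and is not a separate estimate of the error.

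**Figure D1:**
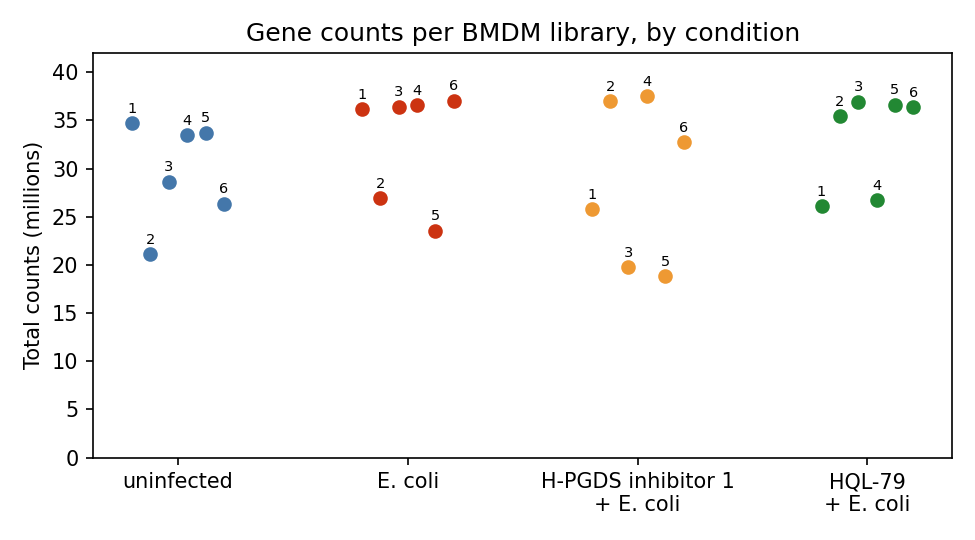
Total counts per library on the vertical axis, for the 6 replicates of each of the 4 groups, with the replicate number beside each point. No library has a total between 28636575 and 32728696 counts.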

The principal component analysis (PCA) identified distinct differences among various sample groups based on transcriptome data, with PCA1 and PCA2 accounting for 83.77 % and 12.49 % of the total variation, respectively (Figure 1A). 

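The 12 uninfected and E. coli libraries were compared by PCA of the variance stabilized counts of DESeq2, the tool the paper names for normalization, over the 500 genes of highest variance. The paper's text names no transformation for its PCA. The first component held 91.7% of the variance and the second 5.41%. On the first component, whose sign is arbitrary, the 6 E. coli libraries had scores from 37.3 to 40.0 and the 6 uninfected libraries from −52.3 to −25.6, so the gap between the groups was larger than the spread within each. The uninfected libraries with the smaller totals (replicates 2, 3 and 6) had scores of −25.6, −32.4 and −27.3, and the others (replicates 1, 4 and 5) had scores of −52.3, −46.4 and −47.7. On the second component, replicate 5 of the E. coli group had the score farthest from the others, at −22.2, followed by uninfected replicate 6 at −13.4. Without E. coli replicate 5 the first component held 95.1% and the second 2.27%. Of the alternatives tried, log2 CPM values in place of the variance stabilized counts moved the shares most, to 81.3% and 12.8%.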

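In the comparison of the E. coli group with the uninfected group, 12167 genes had enough counts to be tested. Of these, 3940 were called differentially expressed, 1801 upregulated and 2139 downregulated. By the adjusted p alone, 4562 were higher and 4912 lower. In 3530 of the 3940 genes every library of one group lay above every library of the other. The median log2 fold change of all tested genes was −0.05. The thresholds of the paper's methods, an unadjusted p under 0.05 and an absolute log2 fold change over 1.5, gave 1085 upregulated and 1129 downregulated genes. The split by direction depended on the scaling of the libraries. On the authors' FPKM values (counts scaled by gene length and library total, which carry no TMM factor), limma called 551 genes upregulated and 3288 downregulated, and the log2 fold changes of all genes moved by a median of −0.77. With the library totals as the only scaling of the counts, an alternative chosen after seeing the data, 726 genes were upregulated and 5503 downregulated, and the median moved by −0.84. Among the smaller libraries (2 E. coli and 3 uninfected) 3082 genes were called, and among the larger ones (4 and 3) 4729. Of 3913 genes called over all libraries and tested in both parts, 3907 changed in the same direction in both. Among called genes with at least 1 CPM in a group and no overlap between the groups, the 5 largest rises were in IL17A, IL2, IL17F, IFNG and CSF2. IL2 rose from 0.0629 ± 0.0469 CPM (SD, n = 6) to 20.8 ± 3.15 CPM (SD, n = 6), a log2 fold change of 8.39 (standard error 0.29, adjusted p = 7.65e-11 by edgeR). CSF2 rose from 2.23 ± 1.64 CPM to 449 ± 133 CPM, a log2 fold change of 7.75 (standard error 0.50, adjusted p = 1.20e-08). The 5 largest falls were in PEAK3, PIK3IP1, ANKRD63, RASGRP3 and ADORA3. PEAK3 fell by 5.77 on the log2 scale, from 12.8 ± 2.12 CPM to 0.226 ± 0.163 CPM (standard error of the log2 fold change 0.29, adjusted p = 1.31e-09). Every one of these changes was seen in 6 of 6 libraries.

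**Figure D2:**
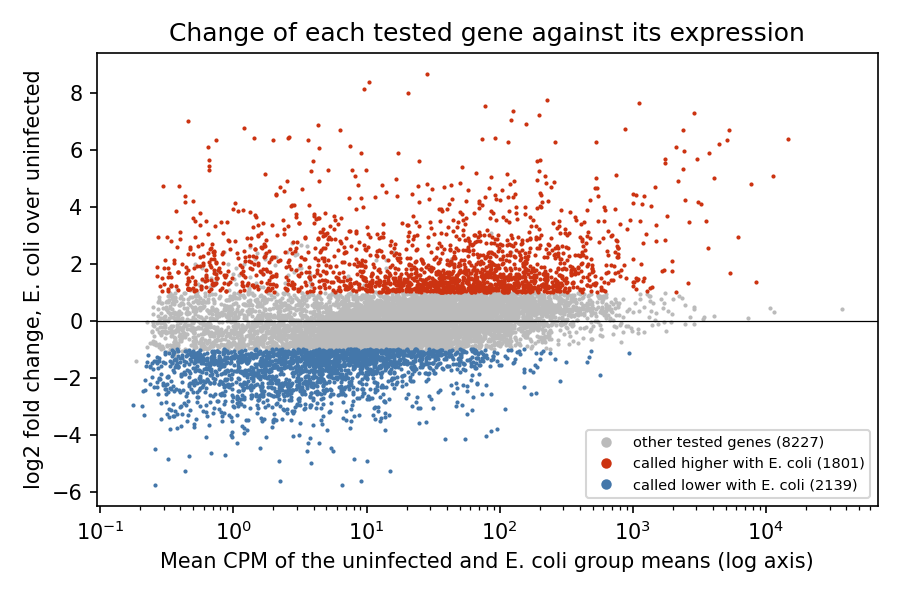
Log2 fold change (E. coli against uninfected) of each of 12167 genes against its mean expression in CPM on a log axis. The 1801 genes called upregulated and the 2139 called downregulated are in color, and all other genes are grey.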

Transcriptomic analysis of *E. coli*-infected BMDMs identified 4,522 significantly dysregulated genes, including 2,141 upregulated and 2,381 downregulated genes, based on a *q*-value < 0.05 and |log2 fold change (FC)| > 1 (Figures 1A, B). 

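Gene Ontology annotation was not analysed here, and terms were not ranked. In place of the term, a list of 118 genes of the inflammatory response, written by hand, was tested. Of its 105 genes with enough counts, 70 (66.7%) were called differentially expressed after infection, 60 upregulated and 10 downregulated, against 32.4% of all genes tested (odds ratio 4.23, adjusted p = 1.86e-12 by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 7 lists). The median log2 fold change of the list was 1.72. Counted by direction, the adjusted p was 2.81e-23 for upregulated genes and 1 for downregulated genes. Genes of one list rise and fall together, which Fisher's test does not allow for. The camera test with its preset correlation between genes of 0.01 gave an adjusted p of 5.21e-07 and the fry test 2.36e-07, whereas camera with the correlation estimated from the data, 0.256, gave 0.226. Over the libraries left out in turn, the adjusted p of Fisher's exact test stayed between 1.53e-12 and 8.97e-11. A pair of lists with other functions served as a comparison. Of 75 genes of ribosomal proteins and 75 of oxidative phosphorylation, 0 were called by edgeR and 0 by DESeq2, although 75 and 47 of them had an unadjusted p under 0.05 by edgeR (adjusted p = 1 for both lists by Fisher's exact test). The ribosomal list passed preset camera (adjusted p = 2.68e-12) and fry (adjusted p = 3.52e-07), whereas oxidative phosphorylation did not (0.751 and 0.474). Passing camera and fry therefore does not set the inflammatory list apart from the ribosomal one. The median log2 fold change of the ribosomal list was 0.38, and on the FPKM values, where that of all genes was −0.70, it was −0.46. The median of the oxidative phosphorylation list was 0.01, and −0.81 on the FPKM values, where limma called 23 of its genes downregulated. With the library totals as the only scaling, edgeR called 26 of them downregulated.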

Gene Ontology (GO) analysis revealed that the most significant differential gene expression was observed in the inflammatory response (Figure 1C). The key genes involved were *IL17A, IL17F, TNFAIP6*, and *PTGS2* (Figure 1D). Among these, we focused on *PTGS2*, which showed a significant increase in mRNA expression at 2, 4, and 6 h post-infection (Figure 1E, *P* < 0.01). 

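IL17A rose from 0.145 ± 0.0670 CPM (SD, n = 6) in the uninfected group to 57.1 ± 10.9 CPM (SD, n = 6) in the E. coli group, a log2 fold change of 8.68 (standard error 0.23, adjusted p = 1.46e-11 by edgeR's quasi-likelihood test). IL17F had 256 to 731 counts per E. coli library and 0 to 7 per uninfected library. Its expression rose from 0.0775 ± 0.0841 CPM to 18.9 ± 4.36 CPM, a log2 fold change of 8.15 (standard error 0.37, adjusted p = 6.27e-10). TNFAIP6 rose from 0.911 ± 0.761 CPM to 155 ± 33.0 CPM, with a log2 fold change of 7.55 (standard error 0.41, adjusted p = 2.90e-09). PTGS2 was the most highly expressed of the 4 genes. It rose from 37.3 ± 22.0 CPM to 5740.3 ± 1119 CPM, a log2 fold change of 7.31 (standard error 0.44, adjusted p = 6.77e-09). For each gene, all 6 E. coli libraries lay above all 6 uninfected libraries. With each library left out in turn, the log2 fold change stayed between 8.39 and 8.79 for IL17A, 7.78 and 8.67 for IL17F, 7.25 and 7.95 for TNFAIP6, and 7.07 and 7.60 for PTGS2. In the libraries with smaller and with larger totals, the log2 fold changes were 8.34 and 8.86 for IL17A, 7.05 and 9.48 for IL17F, 7.12 and 8.04 for TNFAIP6, and 6.55 and 7.98 for PTGS2. These differences were not significant (adjusted p = 0.680, 0.114, 0.416 and 0.128 for the interaction of library size and infection in edgeR). The cultures also held transcripts of the T cell receptor complex. CD3D, CD3E, CD3G and CD247 had a median of 2.32 CPM in the uninfected and 1.91 CPM in the E. coli group. Besides IL17A, IL17F, TNFAIP6 and PTGS2, 11 genes are labelled legibly in Figure 1B. Of the 15 genes, 14 had enough counts to be tested, and all 14 had an adjusted p under 0.05, 10 higher and 4 lower after infection. Adjusted over the list alone the count was also 14, which is not independent evidence, since the paper chose the genes on these libraries. IFNG (log2 fold change 8.00), PTX3 (7.65) and LIF (7.38) rose. CA8 rose from 0 to 1 counts per uninfected library to 12 to 44 counts per E. coli library, and C2CD4C fell from 9 to 50 counts to 0 to 1. CYSLTR2, with 5 to 86 counts per uninfected and 0 to 1 per E. coli library, was not tested.

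**Figure D3:**
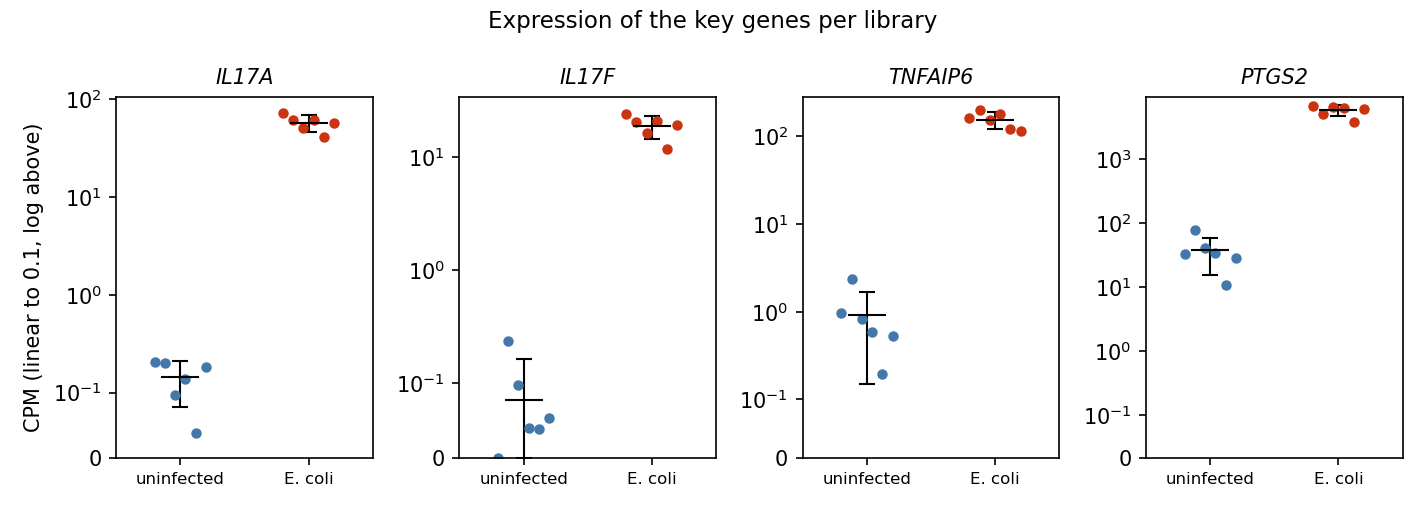
Expression of IL17A, IL17F, TNFAIP6 and PTGS2 in CPM on an axis that is linear up to 0.1 CPM and logarithmic above it, 1 point per library, with the mean and SD of the 6 libraries of each group; a lower bar that would pass 0 stops there. The uninfected means are 0.145, 0.0775, 0.911 and 37.3 CPM and the E. coli means 57.1, 18.9, 155 and 5740.3 CPM.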

In *E. coli*-infected macrophages, the secretion levels of PGD_2_ were elevated at 6 and 24 h (Figure 1F, *P* < 0.0001). These results indicate that PGD_2_ plays a critical role in the response of BMDMs to *E. coli* infection.

**Figure 1:**
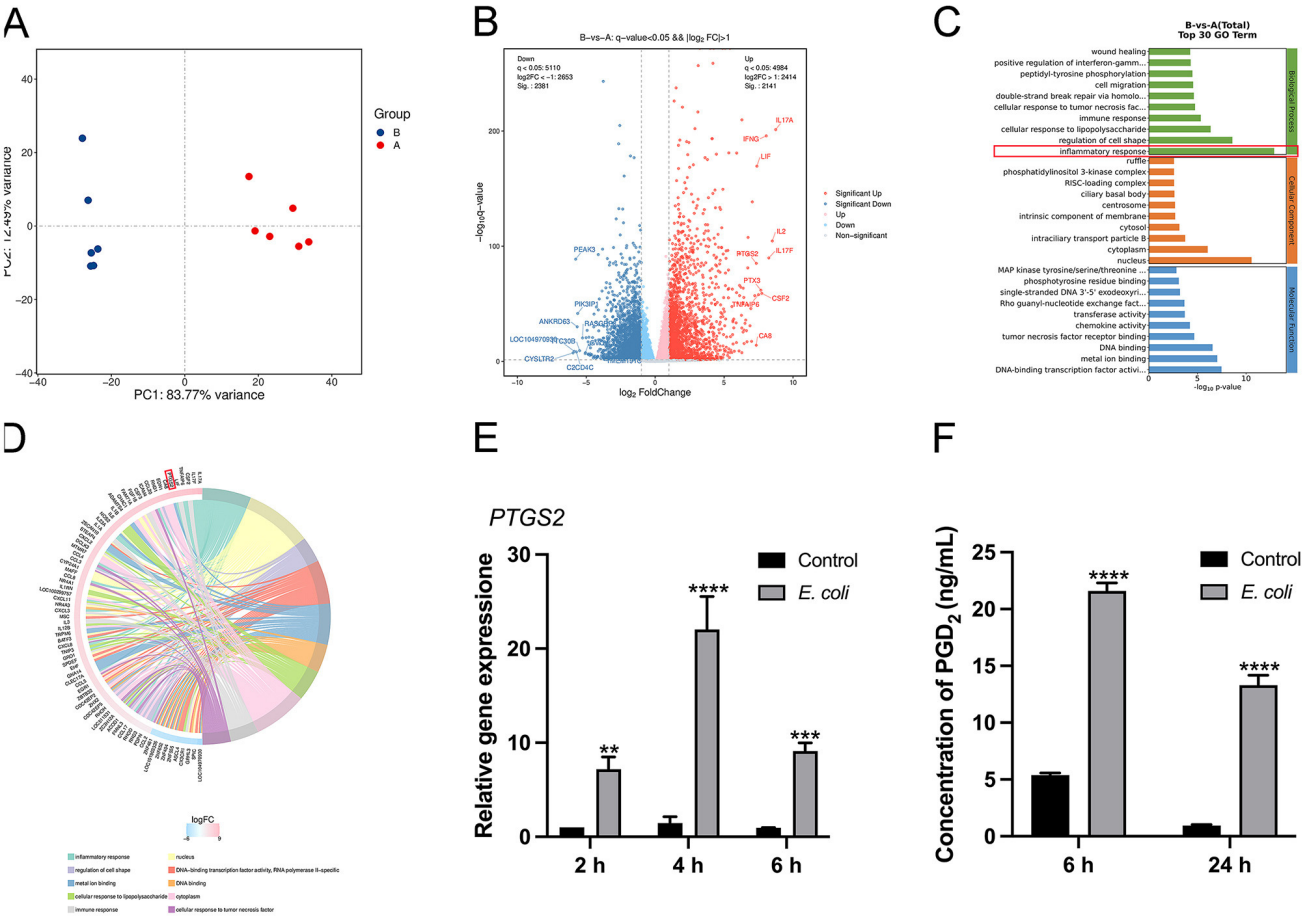
*Escherichia coli* induces *PTGS2* and PGD_2_ expression in BMDMs of dairy cows. **(A)** PCA score plots. A: control, B: *E. coli*. **(B–D)** The GO enrichment analysis and KEGG enrichment analysis results of genes in *E. coli*-induced BMDMs. **(E)** The mRNA expression of *PTGS2*. **(F)** Secretion of PGD_2_. Results were expressed as the mean ± SD of multiple independent experiments and analyzed by two-way ANOVA with Bonferroni's post-test (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### 3.2 The effect of the drug PGD_2_ on BMDMs

Molecular docking analysis of the interaction between PGD_2_ and the PTGDR-associated protein (PDB ID: 7M8W) revealed that PGD_2_ forms a stable binding with the PTGDR-associated protein, with a binding energy of −7.9 kcal/mol (Figure 2A). In addition, MTT assay results showed no significant difference in cell viability between PGD_2_-treated BMDMs for 24 h and the control group, indicating that PGD_2_ did not significantly impact macrophage viability (Figure 2B). These results indicate that PGD_2_ binds effectively to PTGDR and does not exert a significant effect on macrophage viability.

**Figure 2:**
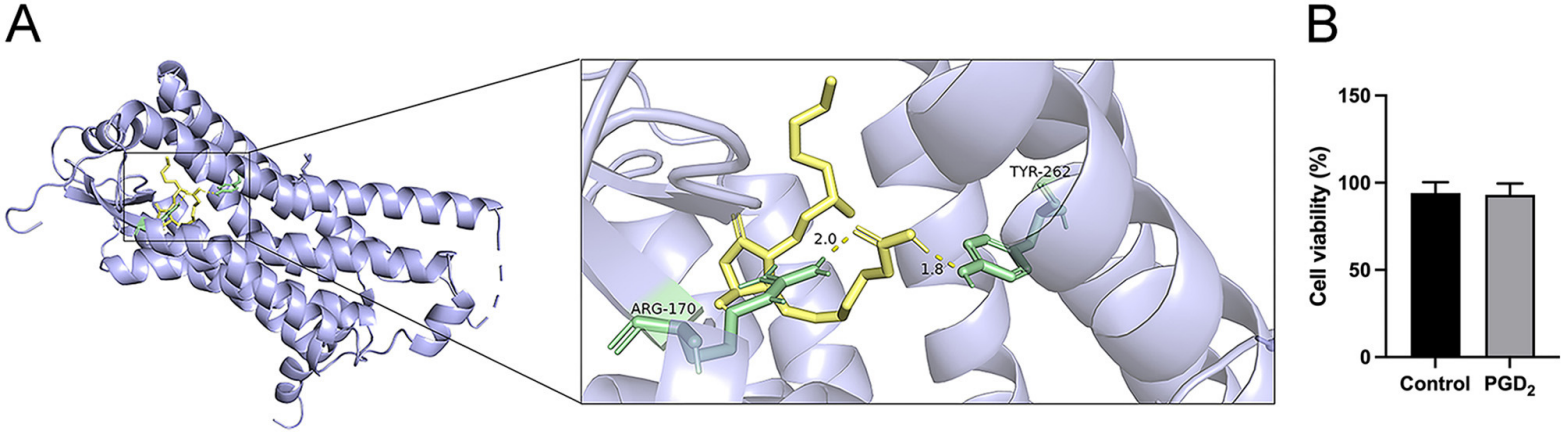
Effect of the drug PGD_2_ on the activity of BMDMs. **(A)** The molecular docking results. Amino acids are in pale green, with hydrogen bond distances shown as yellow dashed lines. **(B)** The effect of PGD_2_ on BMDM viability.

### 3.3 Effects of exogenous PGD_2_ on cytokine and chemokine production and inflammatory pathways during *E. coli* infection in BMDMs

Based on KEGG enrichment analysis, differentially expressed genes were significantly enriched in multiple inflammation-related signaling pathways, such as TNF signaling pathway, NF-κB pathway, cytokine-cytokine receptor interaction, and MAPK signaling pathway (Figure 3A). Therefore, we measured the secretion of cytokines and chemokine using ELISA and analyzed the activation of NF-κB and MAPK signaling pathways by Western blot. 

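KEGG annotation was not analysed here, and 4 hand-written lists of genes of these pathways were tested in its place with the one-sided Fisher's exact test. For cytokine-cytokine receptor interaction, 87 of 131 tested genes (66.4%) were called, 73 upregulated and 14 downregulated (odds ratio 4.20, adjusted p = 7.93e-15). For TNF signaling, 58 of 92 (63.0%) were called, 54 upregulated and 4 downregulated (odds ratio 3.60, adjusted p = 3.27e-09). For NF-κB signaling 43 of 82 (52.4%) were called, 38 upregulated and 5 downregulated (odds ratio 2.32, adjusted p = 0.000225). The difference from all genes was smallest for MAPK signaling, where 71 of 176 (40.3%) were called, 59 upregulated and 12 downregulated (odds ratio 1.42, adjusted p = 0.0214). Without uninfected replicate 1, 4 or 5 or E. coli replicate 3 the adjusted p for MAPK signaling by Fisher's exact test was 0.167, 0.0555, 0.0542 and 0.0559. Counted over upregulated genes alone, it was 6.38e-27, 5.76e-22, 1.54e-11 and 4.30e-10 in the order given. By camera with the preset correlation it was 3.74e-06, 7.29e-08, 6.17e-06 and 0.000122, and by fry 3.36e-08, 1.00e-08, 4.43e-09 and 3.77e-10. With the estimated correlation, 0 of the 4 lists passed the threshold (adjusted p = 0.174, 0.174, 0.166 and 0.0942), although 2 had an unadjusted p under 0.05. The median log2 fold changes were 1.45, 1.31, 0.93 and 0.53. On the FPKM values those of the first lists were 0.62, 0.47 and 0.11, and that of MAPK signaling changed sign to −0.23, which was above the −0.70 of all genes. There 24 genes of MAPK signaling were called upregulated and 33 downregulated, and with the library totals as the only scaling 23 and 48. The lists share genes, 40 between MAPK and TNF signaling and 30 between NF-κB and TNF signaling. Among genes chosen after their values were seen, TNFRSF9 and CSF3 of the cytokine list had log2 fold changes of 6.76 and 6.70, EDN1 and LTA of the TNF list 7.24 and 5.25, BIRC3 and ICAM1 of the NF-κB list 4.18 and 4.12, and NR4A1 and DUSP8 of the MAPK list 5.62 and 4.34. RELA, which encodes p65, rose (log2 fold change 1.18), and MAPK14, which encodes p38, fell (−2.59).

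**Figure D4:**
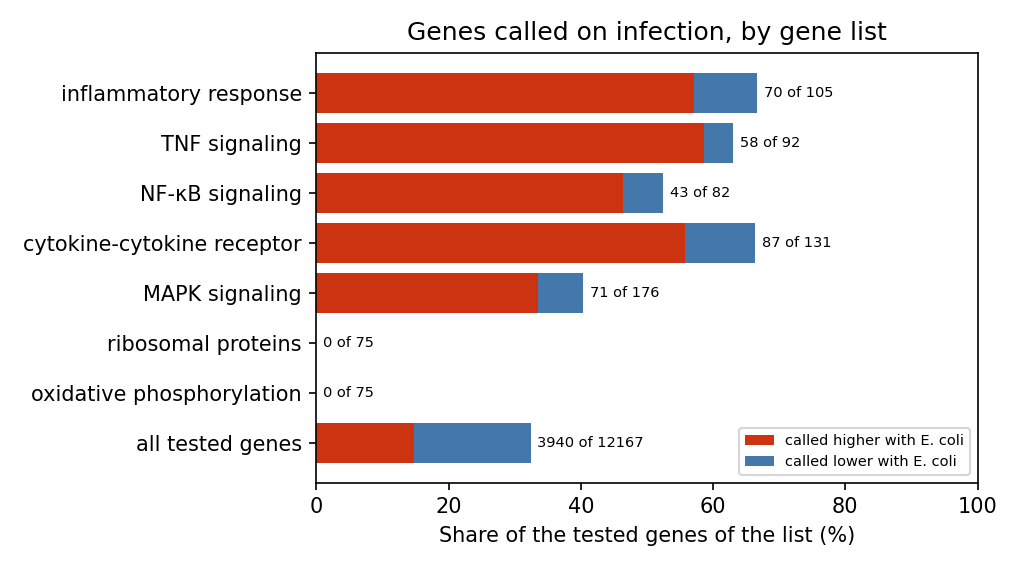
Percent of the tested genes of each list that were called upregulated and downregulated after infection by edgeR, with the number called and tested beside each bar. The share for MAPK signaling, 40.3%, is closest to the 32.4% of all tested genes, and the ribosomal and oxidative phosphorylation lists hold no called gene.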

The ELISA results showed that PGD_2_ pretreatment significantly increased the secretion of TNF-α, IL-1β, IL-6, IL-8, and IL-10 in BMDMs at 6 h post-*E. coli* infection. However, at 12 and 24 h post-infection, PGD_2_ significantly downregulated the secretion of TNF-α, IL-1β, and IL-8 compared to the *E. coli* infection group, while the secretion of IL-6 and IL-10 remained elevated (Figures 3B–F, *P* < 0.01).

**Figure 3:**
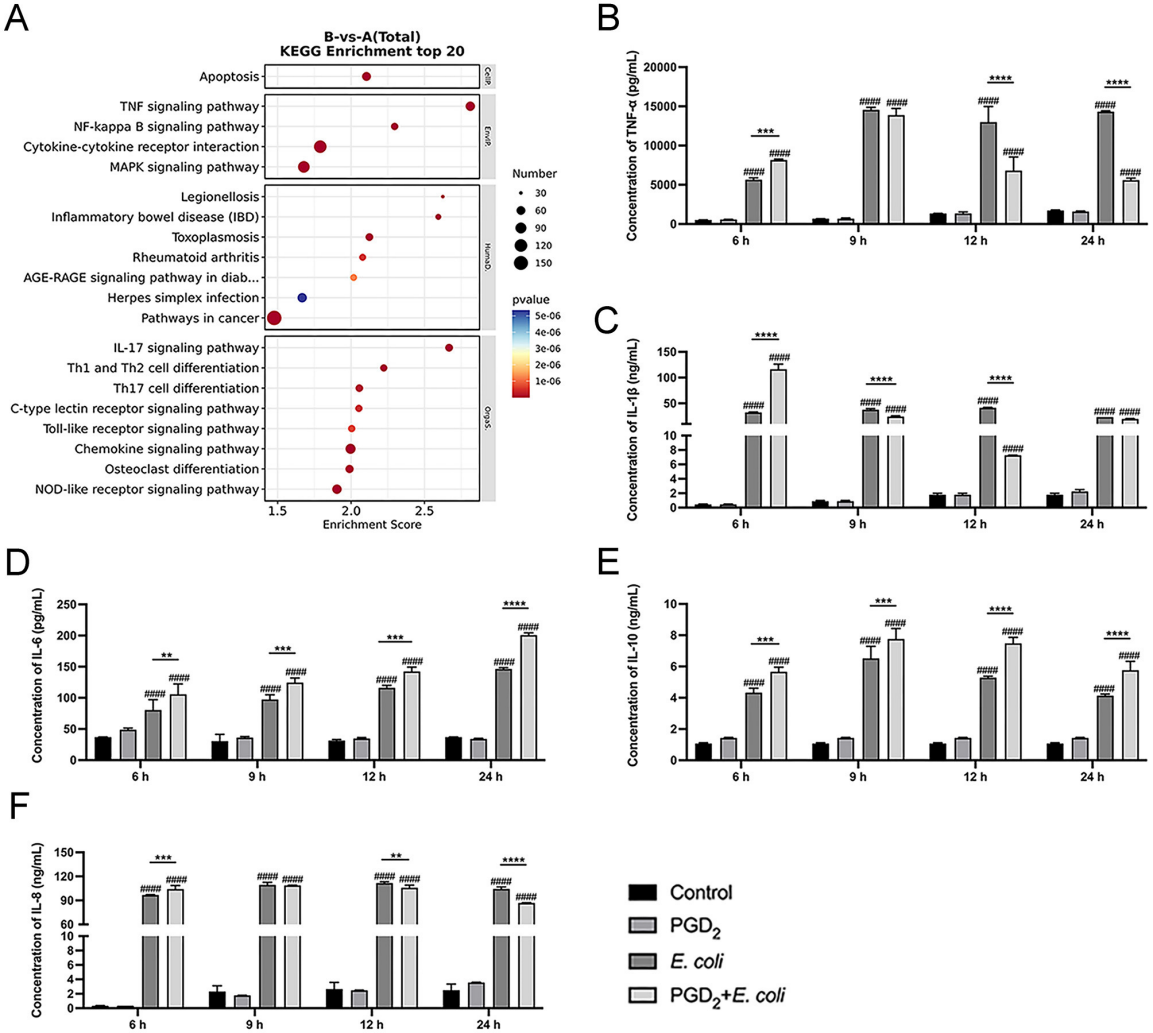
Effect of PGD_2_ on *Escherichia coli* induced cytokine secretion in BMDMs. **(A)** Top 20 KEGG pathway enrichment of upregulated genes in *E. coli*-infected BMDMs. **(B–F)** Secretion of TNF-α, IL-1β, IL-6, IL-10 and, IL-8. Results are expressed as mean ± SD of three independent experiments and were analyzed using two-way ANOVA with Bonferroni's post-hoc test. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 and ^####^*P* < 0.0001 compared to control group. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 indicate statistically significant differences between two experimental groups.

In addition, PGD_2_ treatment significantly enhanced the phosphorylation levels of MAPK (ERK, P38) and NF-κB (P65) in *E. coli*-infected BMDMs at 15 and 30 min (Figure 4, *P* < 0.01). However, at 60 min post-infection, PGD_2_ attenuated the phosphorylation levels of MAPK in BMDMs (Figure 4, *P* < 0.05). These findings suggest that PGD_2_ may influence the activation of macrophage MAPK and NF-κB signaling pathways during *E. coli* infection, thereby affecting the secretion of pro-inflammatory cytokines and chemokines.

**Figure 4:**
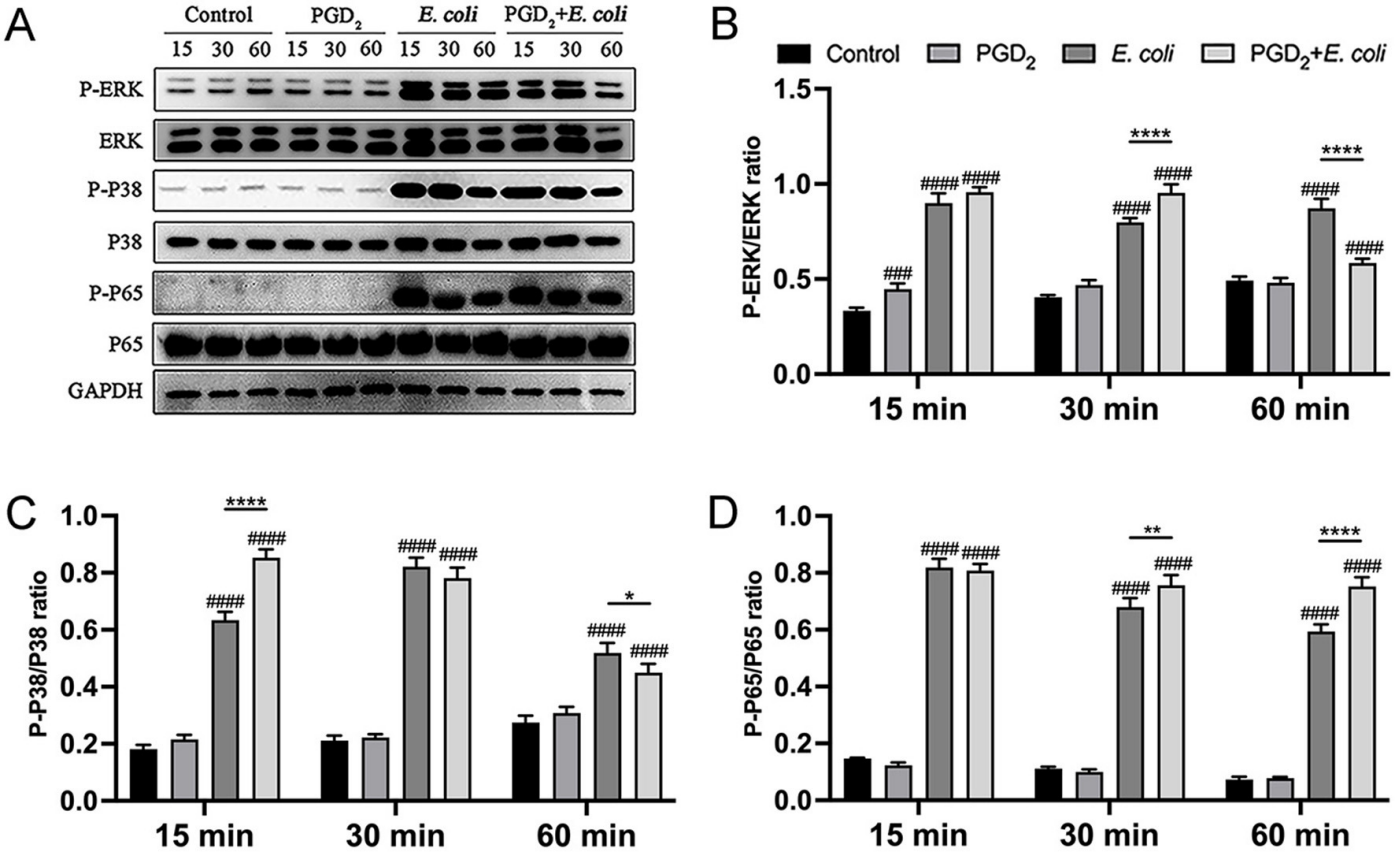
Effect of PGD_2_ on the activation of BMDMs signaling pathway induced in *Escherichia coli*. Phosphorylation of ERK, p38, and p65 was assessed by western blotting at 15, 30, and 60 min post-infection, with GAPDH as the loading control. Grayscale values were quantified using ImageJ software. Results are expressed as mean ± SD of three independent experiments and were analyzed using two-way ANOVA with Bonferroni's post-hoc test. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 and ^####^*P* < 0.0001 compared to control group. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 indicate statistically significant differences between two experimental groups.

### 3.4 Impact of exogenous PGD_2_ on BMDMs phagocytosis and intracellular killing

The effect of PGD_2_ on the ability of BMDMs to phagocytose and kill *E. coli* was assessed using Dil-labeled BMDMs and Hoechst-stained *E. coli*. After 0.5 h post-infection, no significant differences were observed, suggesting that PGD_2_ does not affect the phagocytic ability of BMDMs (Figures 5A, C). After 2.5 h of infection, the fluorescence intensity of bacteria in the PGD_2_ was higher in the treatment group than the *E. coli* infection group, indicating that PGD_2_ reduced the killing ability of BMDMs. However, after 6 h of infection, the fluorescence intensity of bacteria in the PGD_2_ treatment group was lower, suggesting that PGD_2_ enhanced the killing ability of BMDMs against *E. coli* (Figures 5B, D, *P* < 0.05). The effect of PGD_2_ on *E. coli* survival within macrophages was evaluated through the MTT assay. Consistent with these observations, PGD_2_ demonstrated a significant increase in the survival of internalized *E. coli* in macrophages (Figure 5E, *P* < 0.05). Together, these results suggest that PGD_2_ decreased intracellular killing in macrophages.

**Figure 5:**
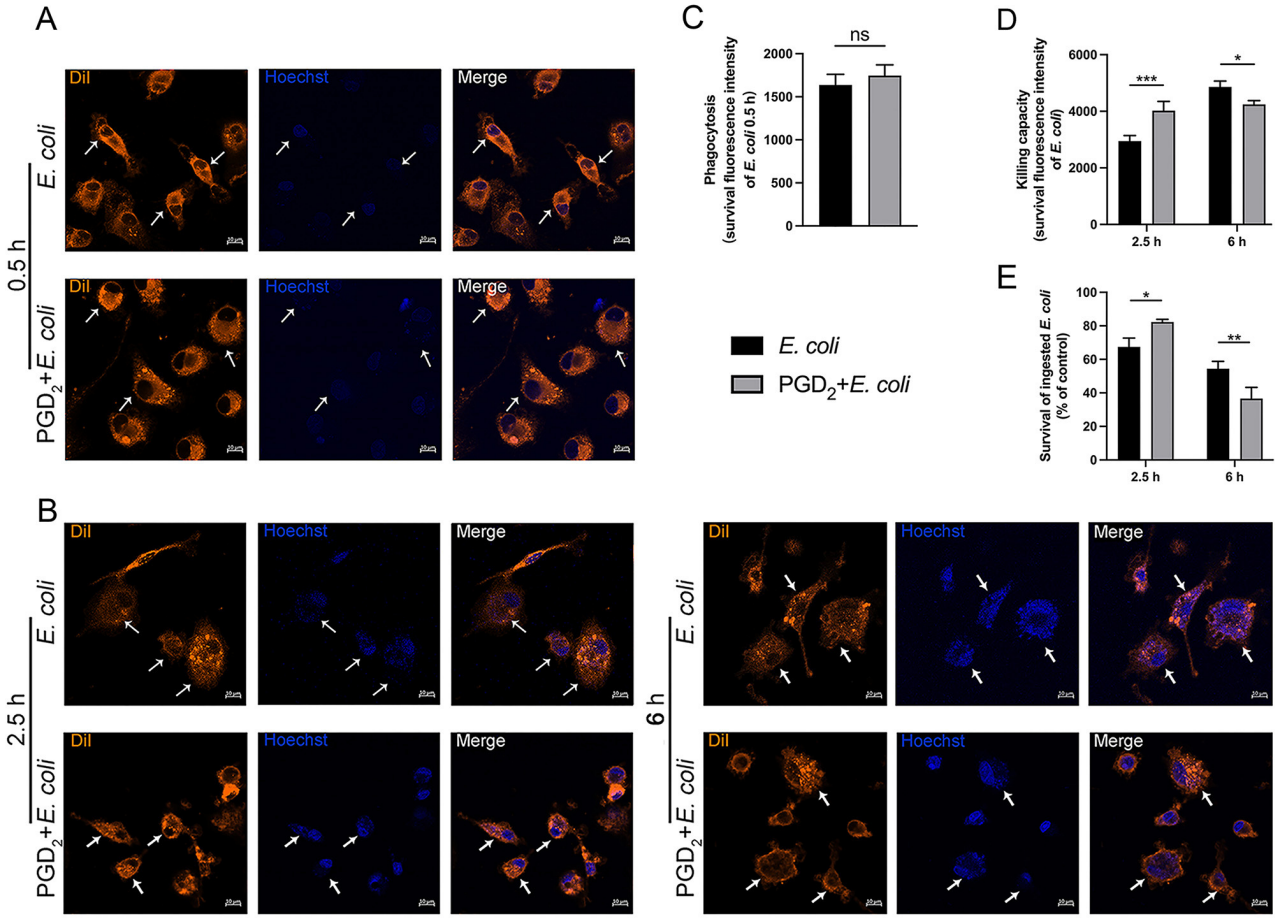
Effect of exogenous PGD_2_ on BMDMs phagocytosis and intracellular killing of *Escherichia coli*. **(A, B)** Phagocytosis and intracellular killing of Hoechst 33258-labeled *E. coli* (blue) within DiI-labeled BMDMs (orange) were analyzed via microscopy (×400, scale label = 10 μm). **(C)** The effect of PGD_2_ on *E. coli* phagocytosis by BMDMs. **(D)** The impact of PGD_2_ on *E. coli* killing by BMDMs. **(E)** The bacterial killing capacity of macrophages was quantified by a tetrazolium dye reduction assay. Results were expressed as the mean ± SD of multiple independent experiments and analyzed by two-way ANOVA with Bonferroni's post-test. *P < 0.05, **P < 0.01, ***P < 0.001. ns, not significant.

### 3.5 Effects of exogenous PGD_2_ on the expression of DAMPs in BMDMs and endometrial tissues of dairy cows infected with *E. coli*

To determine the effect of PGD_2_ on the damage caused by *E. coli* infection in BMDMs and bovine endometrial tissues, we measured the expression of DAMPs (HMGB-1, HABP-2) using qPCR and immunofluorescence. Compared to the *E. coli* infection group, PGD_2_ significantly increased *HMGB-1* and *HABP-2* mRNA expression levels in BMDMs (Figure 6A, *P* < 0.05). Immunofluorescence staining of *E. coli*-infected endometrial explants showed that PGD_2_ treatment led to an increased expression of HMGB-1 and HABP-2 at 9 h post-infection (Figures 6B–D, *P* < 0.0001). However, this expression was decreased at 24 h (Figures 6B–6D, *P* < 0.0001). In conclusion, our data demonstrate that PGD_2_ modulates the release of HMGB-1 and HABP-2 in *E. coli*-infected endometritis in dairy cows, exhibiting distinct roles at different times.

**Figure 6:**
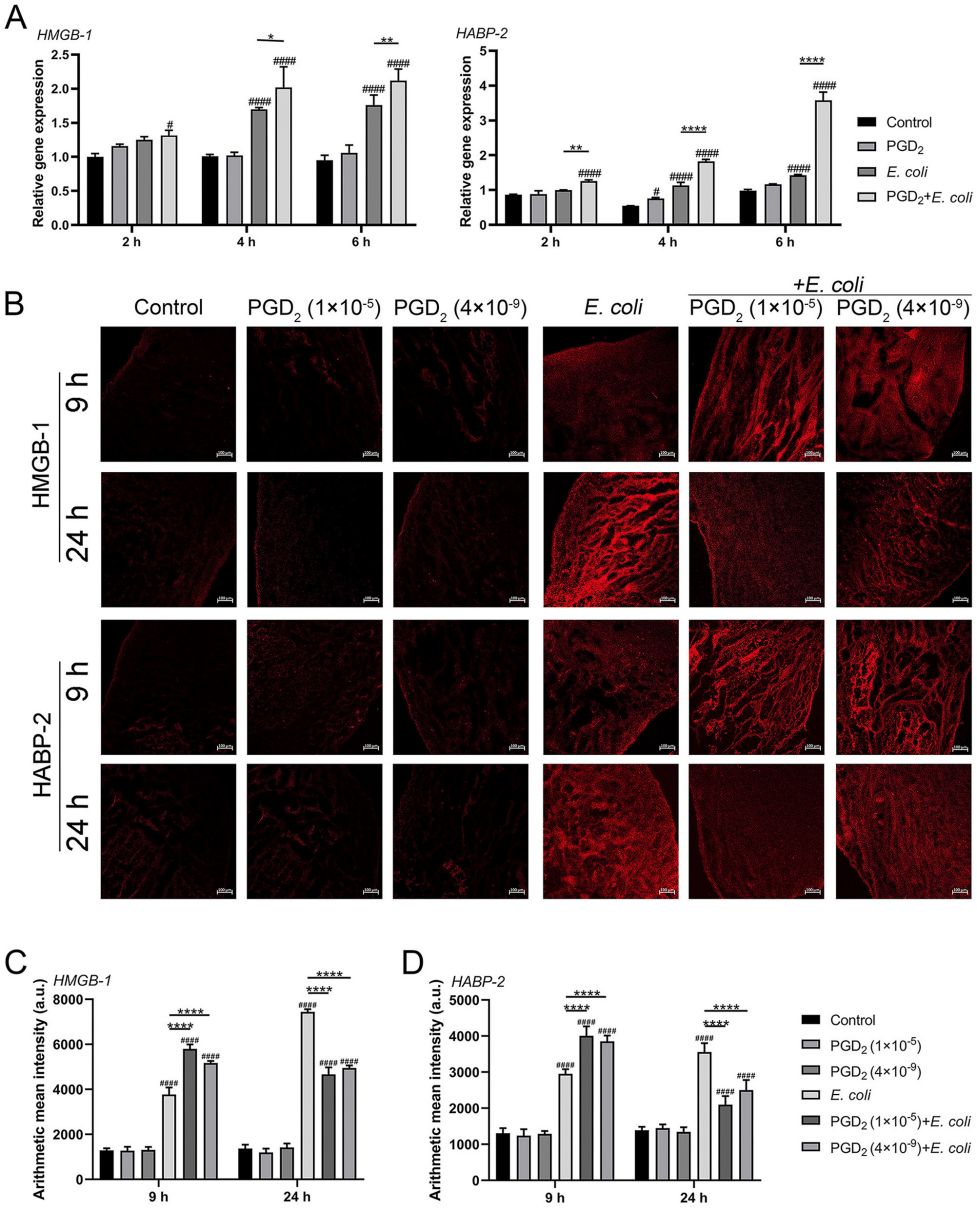
Effect of exogenous PGD_2_ on *Escherichia coli*-induced expression of *HMGB-1* and *HABP-2* in bovine BMDMs and endometrial tissues. **(A)** *HMGB-1* and *HABP-2* mRNA expression in BMDMs. **(B–D)** *HMGB*-*1* and *HABP*-*2* expression in *E. coli*-infected dairy cow endometrial tissue was assessed using ZEN software by immunofluorescence (Zeiss, × 100 magnification, scale label = 100 μm). Results are expressed as mean ± SD of three independent experiments and were analyzed using two-way ANOVA with Bonferroni's post-hoc test. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 and ^####^*P* < 0.0001 compared to control group. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 indicate statistically significant differences between two experimental groups.

### 3.6 Effect of exogenous PGD_2_ on histomorphometry of endometrium in *E. coli* infected cows

To gain more insight into the effects of PGD_2_ on uterine injury, we assessed histologic changes in the endometrium of dairy cows. Hematoxylin and Eosin (H&E) staining results demonstrate that both the control and PGD_2_-treated groups maintained intact endometrial structures, characterized by tightly arranged epithelial cells and well-defined glands and blood vessels. At 9 h post-infection, *E. coli*-infected tissues exhibited complete shedding of endometrial epithelial cells although glandular epithelial cells remained largely unaffected. PGD_2_-treated groups (1 × 10^−5^ M and 4 × 10^−9^ M) also showed endometrial epithelial cells shedding and loosening of glandular epithelial cells, some of which exhibited partial disintegration (Figure 7A). At 24 h post-infection, PGD_2_ treatment reduced endometrial damage, with the *E. coli*-infected group showing severe epithelial and glandular cell loss and necrosis, whereas the PGD_2_-treated groups retained relatively intact glandular and vascular structures (Figure 7B). Additionally, measurements of endometrial epithelial thickness and gland count (42) revealed no significant differences in epithelial thickness between the PGD_2_-treated and *E. coli*-infected groups at both 9 and 24 h. Notably, at 9 h post-infection, the PGD_2_-treated group showed a reduction in gland count compared to the *E. coli*-infected group, a trend that reversed by 24 h (Figures 7C, D, *P* < 0.05). These findings provide further evidence that PGD_2_ may play a dual role in *E. coli*-induced endometritis, aggravating tissue damage during the early phase of infection while contributing to tissue protection at later stages.

**Figure 7:**
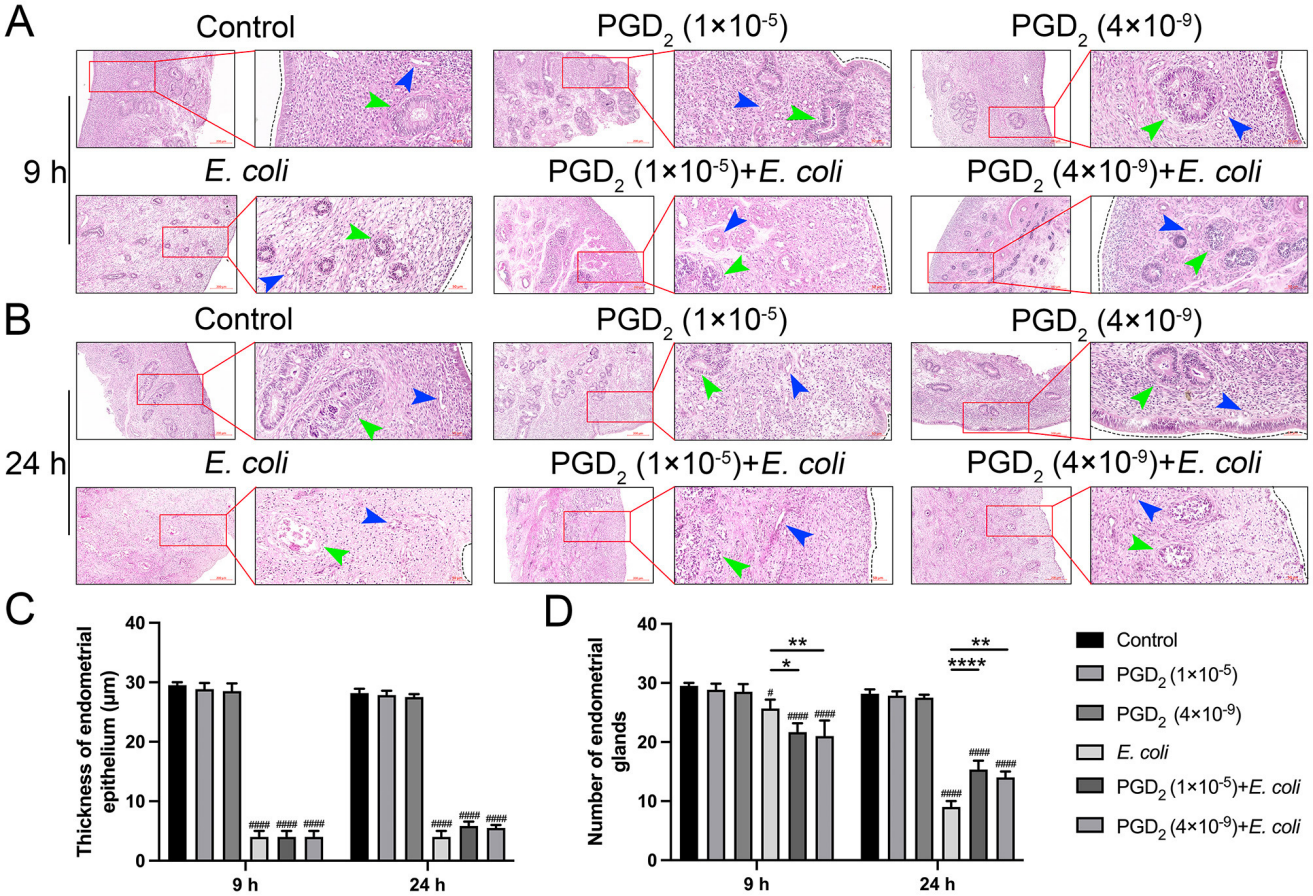
PGD_2_ attenuates *Escherichia coli*-induced endometrial tissue damage in dairy cows. **(A, B)** Micrographs of H&E-stained endometrial tissue sections. **(C)** Thickness of endometrial epithelium. **(D)** Number of endometrial glands. The black dotted line represents the endometrial epithelium, green arrows represent glands, and blue arrows represent the vessels. Scale label = 200 μm and 50 μm. Results are expressed as mean ± SD of three independent experiments and were analyzed using two-way ANOVA with Bonferroni's post-hoc test. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 and ^####^*P* < 0.0001 compared to control group. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 indicate statistically significant differences between two experimental groups.

### 3.7 Regulation of inflammatory mediators by exogenous PGD_2_ in *E. coli*-infected endometrial tissues of cows

We assessed cytokine and chemokine secretion in *E. coli*-infected endometrial tissue. After 9 h, PGD_2_ treatment significantly increased TNF-α, IL-1β, IL-6, and IL-8 levels compared to the *E. coli* infection group, while IL-10 levels decreased. However, at 24 h post-infection, the expression levels of TNF-α, IL-1β, and IL-6 were markedly reduced, while the secretion of the chemokine IL-8 continued to increase, and the anti-inflammatory cytokine IL-10 was significantly upregulated (Figure 8, *P* < 0.05). These findings suggest that PGD_2_ exerts a time-dependent immunoregulatory effect during *E. coli* infection, promoting inflammatory responses at the early stage while potentially exerting anti-inflammatory effects at the later stage.

**Figure 8:**
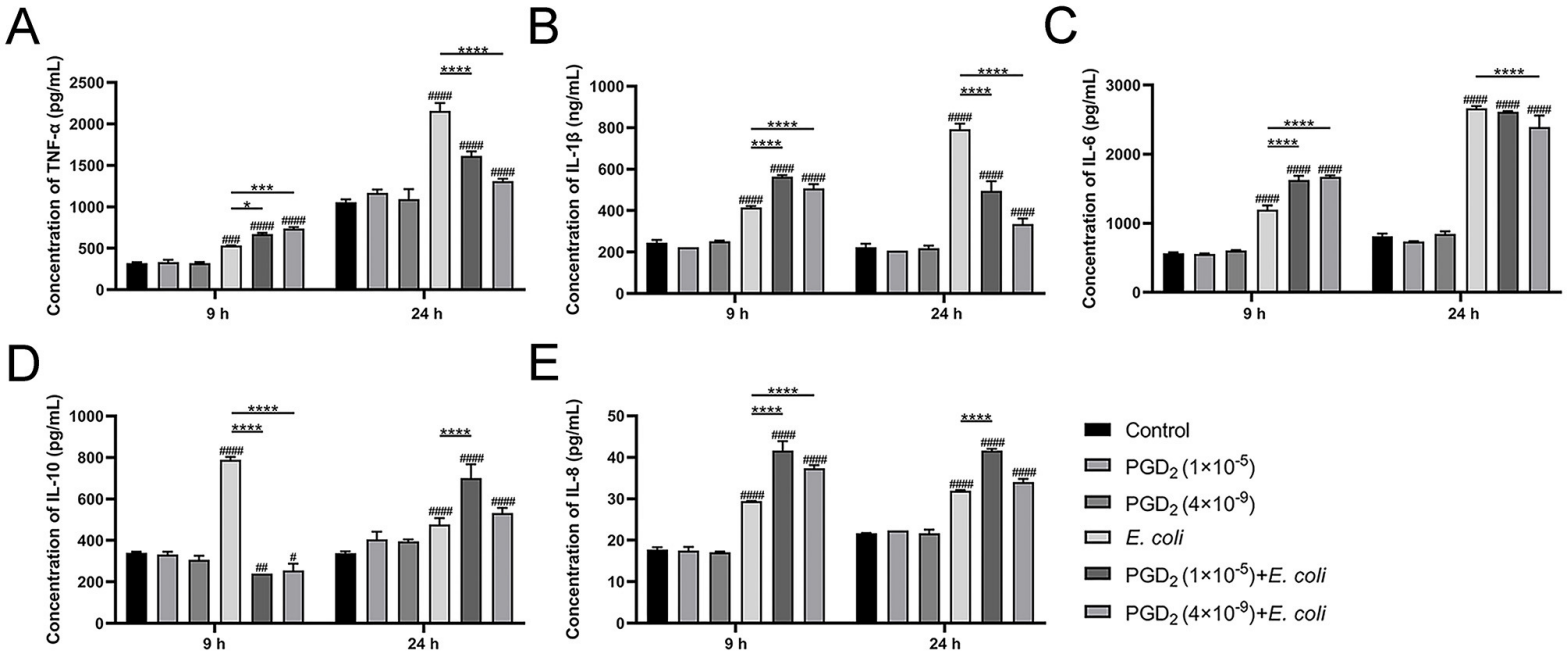
PGD_2_ modulates the level of *Escherichia coli*-induced inflammation in endometrial tissue of dairy cows. **(A)** TNF-α. **(B)** IL-1β. **(C)** IL-6. **(D)** IL-10. **(E)** IL-8. Results are expressed as mean ± SD of three independent experiments and were analyzed using two-way ANOVA with Bonferroni's post-hoc test. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 and ^####^*P* < 0.0001 compared to control group. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 indicate statistically significant differences between two experimental groups.

## 4 Discussion

This study explored the novel role and underlying molecular mechanisms of PGD_2_ in dairy cow endometritis. We applied PGD_2_ to *E. coli*-induced BMDMs and endometrial tissues from dairy cows, demonstrating its dual pro- and anti-inflammatory effects, depending on the stage of inflammation. Notably, the clinical features and prognosis of endometritis correlated with the duration of PGD_2_ action, irrespective of its concentration. Initially, we confirmed PGD_2_ expression in *E. coli*-induced BMDMs and then assessed its effects in a model of endometritis. Our results revealed that PGD_2_ amplifies the inflammatory response in the early stages of infection but mitigates it as the infection progresses. We measured the levels of various inflammatory mediators and tissue damage at the early (9 h) and late (24 h) stages of infection, finding consistency with cellular results. We hypothesized that PGD_2_ modulates the expression of inflammatory mediators and the killing capacity of BMDMs through different receptors at various infection stages, affecting endometrial tissue damage. However, further studies are required to fully elucidate these regulatory mechanisms.

Transcriptomic analysis revealed that the most significant changes in gene expression following *E. coli* infection in BMDMs were associated with the “inflammatory response,” with a notable increase in cytokines and PTGS2 expression. 

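In the libraries of the transcriptomic analysis, the transcripts of all 5 cytokines that the paper also measured as proteins were called upregulated 4 h after infection. IL1B rose from 360.0 ± 221 CPM (SD, n = 6) to 28790.3 ± 3478 CPM (SD, n = 6), a log2 fold change of 6.37 (standard error 0.46, adjusted p = 3.66e-08 by edgeR). CXCL8, which encodes IL-8, rose from 666 ± 331 CPM to 21821 ± 2658 CPM (log2 fold change 5.08, standard error 0.34, adjusted p = 1.77e-08). TNF rose from 104 ± 77.4 CPM to 10483 ± 1342 CPM (log2 fold change 6.70, standard error 0.52, adjusted p = 6.51e-08), and IL6 from 2.31 ± 2.10 CPM to 184 ± 42.6 CPM (6.42, standard error 0.58, adjusted p = 2.82e-07). IL10 rose least, from 32.7 ± 21.5 CPM to 174 ± 21.0 CPM, a log2 fold change of 2.47 (standard error 0.39, adjusted p = 5.08e-05). For each of them all 6 E. coli libraries lay above all 6 uninfected libraries. The division into smaller and larger libraries was chosen after seeing the data. In the number of genes called for its interaction with infection, it was not shown here to differ from a random division. The smaller and larger libraries had rises of different size. The rise was 5.57 and 7.51 on the log2 scale for IL1B, 4.32 and 5.97 for CXCL8, 5.91 and 7.80 for TNF, 5.57 and 8.01 for IL6, and 1.90 and 3.59 for IL10. In edgeR's test of the interaction the adjusted p was 0.00300, 0.000690, 0.0400, 0.0217 and 0.00128, but with the replicate block it was 0.150 for TNF and 0.122 for IL6. The difference was larger in the uninfected libraries, where IL1B had 551 CPM at the smaller and 169 CPM at the larger totals, against 25614 and 30378 CPM in the E. coli libraries. From the GO analysis the paper goes to the inflammatory response, from there to its key genes, and among these to PTGS2, whose mRNA it then measured over time together with the secretion of PGD2. At the end of that section the paper writes that its results indicate a critical role of PGD2 in how BMDMs respond to the infection.

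**Figure D5:**
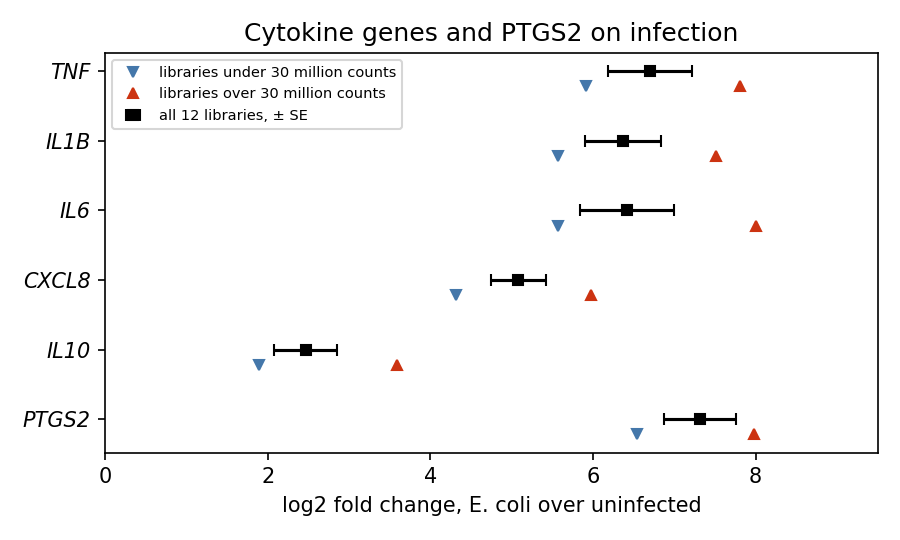
Log2 fold change after infection (E. coli against uninfected) of TNF, IL1B, IL6, CXCL8, IL10 and PTGS2 in all 12 libraries, in the smaller ones and in the larger ones. Bars, for all 12 libraries only, are ± the standard error derived from the F statistic. All 6 genes have a larger log2 fold change in the larger libraries, such as 8.01 against 5.57 for IL6.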

In this study, we observed increased PGD_2_ secretion following *E. coli* infection in BMDMs. Similarly, inflammation induced by *Staphylococcus aureus* led to elevated PGD_2_ levels in mouse peritoneal macrophages (43). In other contexts, excessive PGD_2_ promotes eosinophilia and elevates Th2 cytokine levels, exacerbating allergic lung inflammation in mice (44). These findings suggest that PGD_2_ plays a crucial role in regulating inflammation and immune responses. Our KEGG enrichment analysis of the top 20 *E. coli*-altered signaling pathways revealed strong associations with inflammation, particularly involving the TNF, NF-κB, cytokine-cytokine receptor interaction, and MAPK pathways. Bacterial infections typically activate inflammatory responses that protect the host by eliminating harmful stimuli and promoting tissue repair (45). However, the specific effects of PGD_2_ on the activation of NF-κB and MAPK signaling pathways, as well as its regulation of cytokine secretion during *E. coli*-induced endometritis in dairy cows remains unclear.

We observed that 24 h of PGD_2_ pretreatment followed by 6 h of *E. coli* infection increased pro-inflammatory cytokines (TNF-α, IL-1β, and IL-8) secretion in BMDMs. This response was accompanied by enhanced phosphorylation of ERK, p38, and p65 within 15–30 min. However, cytokine secretion and phosphorylation levels decreased at later stages of infection. These findings suggest that PGD_2_ initially promotes, but later suppresses inflammation, showing both pro- and anti-inflammatory effects, depending on infection duration. Similar dual roles have also been observed in other models in which PGD_2_ exacerbated allergic inflammation but protected against liver damage (46). Another study showed that PGD_2_ suppresses inflammation by inhibiting NF-κB kinase, leading to reduced secretion of pro-inflammatory cytokines (IL-1β, IL-6, TNF-α) and iNOS expression in macrophages (47). Further, PGD_2_-DP_1_ signaling plays a protective role in *Helicobacter pylori*-induced gastritis (33) and enhances antiviral immunity against respiratory syncytial virus infection (48). We hypothesized that these opposing effects are mediated by the differential activation of DP_1_ and DP_2_ receptors, which have distinct influences on cyclic AMP production, inositol phosphate conversion, and intracellular Ca^2+^ mobilization (49). Additionally, PGD_2_ upregulated both IL-6 and IL-10, regardless of the infection stage. IL-6 is a pleiotropic cytokine involved in both pro- and anti-inflammatory processes (50), whereas IL-10 inhibits pro-inflammatory cytokine production and promotes tissue repair (51, 52). Our results suggest that increased IL-10 levels in early *E. coli* infection may act as a compensatory response to innate immune overactivation, whereas its upregulation in later stages reflects PGD′_2_s anti-inflammatory action.

Macrophages are crucial for host defenses, playing key roles in phagocytosis and bacterial clearance (53). Our findings showed that PGD_2_ initially reduced the killing capacity of BMDMs during early *E. coli* infection but enhanced it in later stages. This suggests that PGD_2_ modulates the immune function by regulating the killing capacity of BMDMs, potentially mitigating *E. coli*-induced endometrial tissue injury in dairy cows. Previous evidence has linked heightened inflammatory responses and bacterial burden to lung injury (54), supporting our findings on ${\text{PG}}_{2}^{\prime }$s role in immune regulation.

HMGB-1 and HABP-2 are critical tissue damage biomarkers associated with inflammatory responses (45). HMGB-1, released by damaged cells, acts as a “necrosis marker,” enabling the immune system to identify tissue damage, initiate repair responses, and facilitate lymphocyte maturation (55). When secreted, HMGB-1 binds to various immune receptors and induces inflammation by activating NF-κB signaling, leading to the release of cytokines and recruitment of leukocytes (56). During inflammation, damaged cells release numerous endogenous molecules called DAMPs, such as heat shock proteins and low-molecular-weight hyaluronic acid (57). Notably, hyaluronic acid levels consistently increase with the severity of liver injury (58). HABP-2, a hyaluronic acid-binding protein associated with the endometrial tissue in cows, plays a vital role in endometrial function (5). The upregulation of *HMGB-1* and *HABP-2* by exogenous PGD_2_ in *E. coli*-induced BMDMs suggests that PGD_2_ enhances cellular damage and inflammatory responses. We investigated the biological impact of exogenous PGD_2_ on the intrauterine pathophysiology of dairy cows using a model of *E. coli*-induced endometritis. Previous findings indicate that high and low concentrations of PGD_2_ mediate opposing effects on cell growth, with high concentrations promoting growth and low concentrations inhibiting it (59). Therefore, we selected high (drug-level) and low (physiological-level) PGD_2_ concentrations to treat endometrial tissues from *E. coli*-infected cows and assessed their roles in dairy cow endometritis. Our results show that at 9 h post-*E. coli* infection, both concentrations of PGD_2_ significantly increased the expression of HMGB-1 and HABP-2, indicating that PGD_2_ exacerbates tissue damage and sustains inflammation. However, after 24 h, PGD_2_ significantly downregulated the expression of DAMPs in the infected bovine endometrial tissues, suggesting a reduction in inflammation and alleviation of tissue damage. Morphological observations yielded consistent results, showing that PGD_2_ exacerbated tissue damage at 9 h and alleviated it at 24 h post-*E. coli* infection. These results suggest that PGD_2_ may exhibit a pro-inflammatory effect during the initial phases of endometrial infection in *E. coli*-infected cows, followed by an anti-inflammatory effect in the later stages of infection, regardless of the PGD_2_ concentration. This phenomenon may result from PGD_2_ activating different receptors at different stages of endometritis in dairy cows. Supporting this hypothesis, maternal inflammation has been shown to exacerbate inflammatory responses, oxidative stress, and neuronal apoptosis through the activation of the COX-2-PGD_2_-DP_2_ pathway, thereby increasing the susceptibility of the offspring to brain injury (60). Systemic knockout of the DP_2_ receptor in mice moderately attenuates inflammation-induced kidney injury (61). Similarly, ${\text{DP}}_{2}^{-/-}$ mice modestly attenuate inflammation-induced kidney injury, demonstrating D_2_′s broader role in mediating pro-inflammatory damage. In contrast to the detrimental effects mediated by DP_2_, the PGD_2_-DP_1_ signaling pathway offers protective effects in different contexts. For instance, DP_1_ signaling protects against aluminum overload-induced neuronal damage in primary cultured rat hippocampal cells (62), and PGD_2_ shields neurons from glutamate toxicity or ischemia-reperfusion injury via DP_1_ receptor activation (63). The PGD_2_-DP_1_ pathway is also protective in conditions such as acute lung injury and bovine endometritis (37, 64). Therefore, PGD_2_ cannot be strictly classified as pro-inflammatory or anti-inflammatory, and its effects depend on the disease stage, cell type, and specific synthase and receptor interactions.

Previous research has demonstrated that inflammatory cytokines TNF-α or IL-1 can stimulate monocyte-macrophages to release HMGB-1, which, in turn, stimulates the secretion of inflammatory cytokines and induces the chemotaxis of neutrophils (65). In this study, assessment of cytokine secretion revealed that exogenous PGD_2_ increased the production of pro-inflammatory cytokines and chemokines while diminishing the secretion of anti-inflammatory cytokines in tissues during the early stages of infection. Conversely, diametrically opposite outcomes were observed during the later stages of infection. This highlights the multifaceted roles of PGD_2_ throughout the course of infection. The activation of this cytokine and chemokine cascade ultimately triggers an inflammatory response, leading to organ damage if left unchecked (54). Based on these findings, we hypothesized that PGD_2_ initially binds to the DP_2_ receptor in *E. coli*-infected tissues and cells, thereby increasing inflammatory responses and exacerbating tissue damage. Subsequently, PGD_2_ may bind to the DP_1_ receptor, exerting an anti-inflammatory effect that mitigates tissue damage by downregulating pro-inflammatory mediators and upregulating IL-10 secretion during *E. coli* infection.

By thoroughly exploring the dual role of PGD_2_ and its mechanism in endometritis in dairy cows, we can provide a theoretical basis for the development of safer and more effective treatments. PGD_2_ is expected to serve as a new therapeutic target to improve uterine health in dairy cows, thereby safeguarding the quality and safety of dairy products.

## 5 Conclusions

This study highlights the key role of PGD_2_ in the response to *E. coli*-induced bovine endometritis. Our findings demonstrate the different roles of exogenous PGD_2_ throughout the infection process and its molecular mechanisms (Figure 9): in the early stages, PGD_2_ enhances the inflammatory response, while later, it increases the bactericidal capacity of BMDMs against *E. coli* by reducing pro-inflammatory cytokines and chemokines, promoting anti-inflammatory factor production, and decreasing DAMPs expression, ultimately alleviating endometrial damage. Importantly, these results not only advance our understanding of the immunomodulatory role of PGD_2_ in the context of uterine inflammation but also have broad implications for improving the reproductive health of dairy cows. By elucidating a potential non-antibiotic pathway for controlling inflammation and enhancing host defense, this study provides a promising foundation for the development of novel therapeutic strategies aimed at reducing antibiotic dependence. Such strategies are critical for promoting animal welfare, improving herd fertility, and ensuring the long-term sustainability and productivity of the dairy industry.

**Figure 9:**
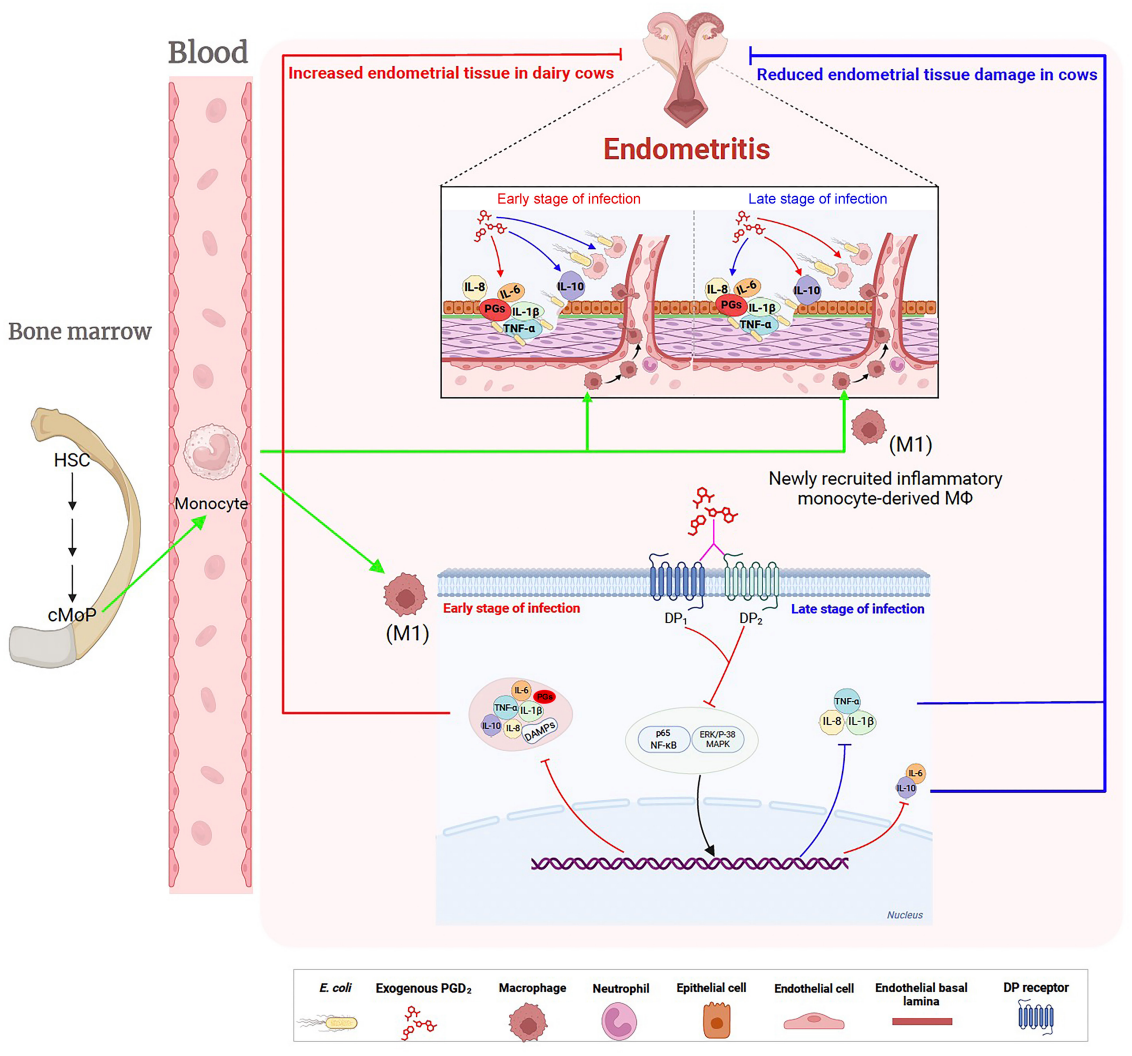
Regulatory effects of exogenous PGD_2_ on *Escherichia coli*-induced endometritis in dairy cows. Postpartum, *E. coli* invades the uterus, triggering the production of inflammatory mediators, including prostaglandins. This response recruits and activates hematopoietic cells, particularly macrophages, which differentiate into M1 macrophages to eliminate the invading *E. coli*. PGD_2_ binds to two distinct receptors, exacerbating endometrial tissue damage in the early stages of *E. coli*-induced endometritis in dairy cows by enhancing signaling pathways, increasing pro-inflammatory cytokine production, and reducing the killing capacity of BMDMs. However, in the later stages of infection, PGD_2_ exhibits a protective role. Green arrows indicate activation, migration, the red lines indicate up-regulation, the blue lines indicate down-regulation, pink lines (?) indicate recognition or interaction. HSC, hematopoietic stem cell; cMoP, common monocyte progenitor; DAMPs, damage-associated molecular patterns.

## Data Availability

The datasets generated and/or analyzed during the current study are publicly available in the Gene Expression Omnibus (GEO) repository at NCBI under accession number GSE275904, which can be accessed at the following link: https://www.ncbi.nlm.nih.gov.

# Supplementary material for: Exogenous prostaglandin D2 as a modulator in bovine endometritis: implications for reducing antibiotic use in dairy cattle
**Source:** Front Vet Sci. 2025 Aug 12;12:1618203. doi: 10.3389/fvets.2025.1618203
**Supplement:** Supplementary file 1

**Regulation of exogenous prostaglandin D<sub>2</sub> in *Escherichia coli*-induced bovine bone marrow-derived macrophages and endometrial tissue**

Supplemental Figure 1. Identification of M1 bone marrow-derived macrophages (BMDMs).

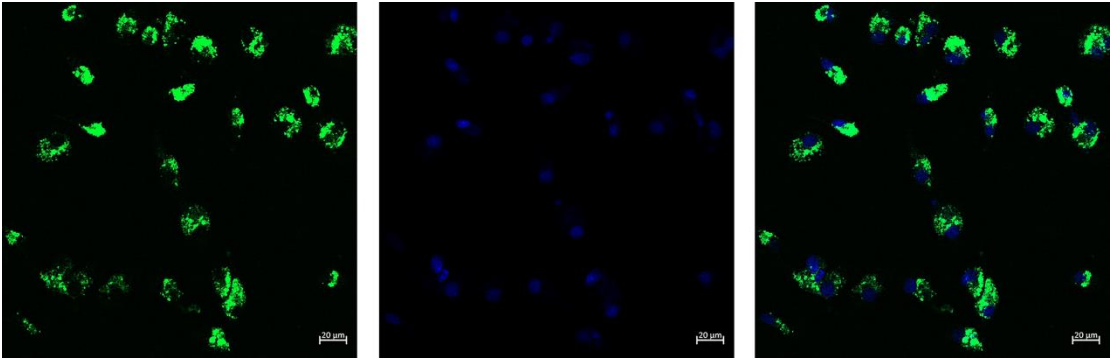

CD80 is a surface marker expressed on macrophages. The BMDMs were subjected to immunofluorescence staining for CD80 (green) and nuclear (DAPI, blue). Merge represents the composite picture of target protein and nuclear. The immunofluorescence staining was imaged by fluorescence microscopy (Zeiss LSM 800 laser,  $\times 100$  magnification).

Supplemental Figure 2. Selection of PGD<sub>2</sub> concentrations in *E. coli*-induced BMDMs.

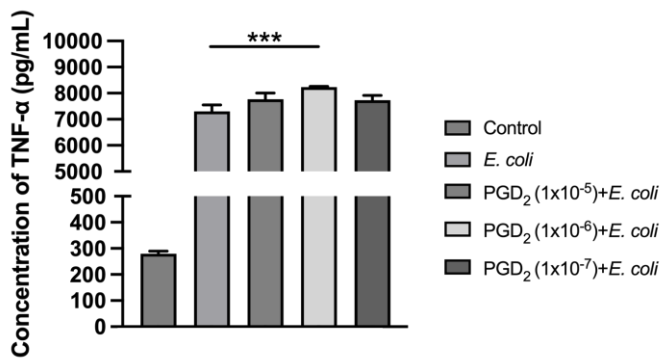

The effects of PGD<sub>2</sub> on TNF-α secretion in *E. coli*-induced BMDMs. Results were expressed as the mean  $\pm$  SD and were analyzed by one-way ANOVA followed by Tukey's multiple comparisons test ( $n = 3$ ).  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ .

Supplemental Figure 3. Selection of PGD<sub>2</sub> concentrations in *E. coli*-induced endometrial tissues.

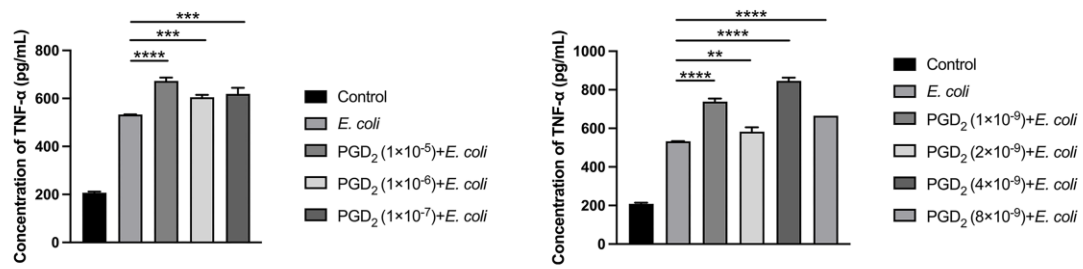

PGD<sub>2</sub> on TNF- $\alpha$  secretion in *E. coli*-induced endometrial tissues. Results were expressed as the mean  $\pm$  SD and were analyzed by one-way ANOVA followed by Tukey's multiple comparisons test ( $n = 3$ ). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

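RNA sequencing of bovine BMDMs was re-analysed in 24 libraries, 6 each of uninfected cultures, cultures infected with E. coli, and cultures infected after H-PGDS inhibitor 1 or HQL-79. The paper reports on the uninfected and E. coli groups. The authors had the libraries sequenced and counted, and the aligner, the counting tool, the genome build and the annotation are not given in the sources used here. The authors deposited raw counts per gene, and FPKM values, which are counts scaled by gene length and by the total of the library. The FPKM values were checked against the counts. For 10992 genes a whole-number length could be derived within 0.05, and 100% of their values lay within 0.1 percent of the count divided by this length and by the library total, so the FPKM hold no further normalization. Both tables list the same 16901 genes by symbol, of which 16106 match a symbol of the reference and 273 a synonym of one, 1462 are numbered loci without a name, and 10 read as calendar dates and cannot be assigned. No gene was at 0 in all libraries. How reads shared by near-identical genes were counted is not given, so members of multigene families, CYP1A1 among them, carry that uncertainty.

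Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with the defaults of filterByExpr by group, libraries were scaled with TMM factors, and the quasi-likelihood test was used without covariates. The infection comparison used the 12 uninfected and E. coli libraries, and the comparisons of each inhibitor with E. coli alone, and of the inhibitors with each other, used the 18 infected libraries, in which 12017 genes were tested. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1, as in the paper's results. In every group the libraries of each of 60 pairs differed by more than sampling noise (the smallest chi-square per degree of freedom was 6.32, the median 57.6), so each library counted as 1 sample and the model's spread between libraries, not the counting error, sets the precision of the values. The self-test simulated counts in the libraries of each comparison with a known log2 fold change of 2. For infection, edgeR called 196 of 199 tested changed genes (98.5%) and 0 unchanged ones of 11704 genes tested, with DESeq2 calling 5 unchanged ones. For H-PGDS inhibitor 1 edgeR called 199 of 200 (99.5%) and 0 unchanged ones, and DESeq2 1. On FPKM values limma called 94.9% and 91.3%. For the interaction of library size and infection, 144 of 199 (72.4%) were called, with 6 unchanged genes.

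The replicate numbers of the uninfected and E. coli groups pair the libraries. After the group means were removed, the Pearson correlation across genes of libraries with the same number was 0.158 to 0.267, over 0.1 in 6 of 6 pairs, against a median of −0.0398 for different numbers. What the numbers stand for is not given in the sources used here, and the model with the number as a block is among the alternatives.

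The PCA used DESeq2 1.42.0. Enrichment was tested for 7 hand-written gene lists with a one-sided Fisher's exact test against all tested genes, and with camera and fry of limma 3.58.1. The lists are not the GO or KEGG terms, so their sizes and p-values are not those of the terms. A further 7 lists hold markers of cell types that bone marrow cultures can contain. Together with the genes the paper names, the transcripts of proteins it measured and the prostaglandin pathway, 17 lists were used. The genes named in the text are those of the last 3 lists, the 5 largest rises and falls of each comparison among called genes with at least 1 CPM in a group and no overlap between the groups, and the 5 most abundant genes of each marker list. The values that Figure 1B shows had been seen when the rule was written. The comparisons, lists, rule and alternatives were fixed before the data were examined, apart from the alternatives named as chosen later. HPGDS, ABCC4 and HABP2 were not analysed here, and 1 gene of these lists is not reported here on its own.

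The alternatives were DESeq2's test, RLE factors, no filter and a filter of at least 10 counts in every library, the thresholds of the paper's methods, glmTreat, the replicate block, all 24 libraries in one fit, limma on log2 FPKM values with a pseudocount of 1 or 0.1 (FPKM of at least 1 in 6 libraries) or with no filter, and each library left out in turn. For the PCA they were log2 CPM with a prior count of 2, all tested genes, 1000 genes, FPKM values, genes scaled to unit variance and all 24 libraries. Chosen after seeing the data were the library totals as the only scaling, a term for library size, separate fits of smaller and larger libraries, and the interaction of library size and infection, also with the replicate block. To compare groups with chance, 100 of the 462 splits of 12 libraries into equal groups were drawn. Relations between comparisons across genes used differences of mean log2 CPM, with the E. coli libraries divided so that no library was shared. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.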

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

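The tests with H-PGDS inhibitor 1 and HQL-79 described here that were chosen only after the results were seen are those of library size, gene length, and E. coli replicates 5 and 6.

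The paper does not report on the 12 libraries infected after H-PGDS inhibitor 1 or HQL-79. Against the E. coli group, edgeR called 475 genes with H-PGDS inhibitor 1 (219 higher, 256 lower) and 264 with HQL-79 (130 higher, 134 lower). Chance is unlikely for both, since the real groups were the 1 split of 100 that called as many genes, and the largest other split called 145 and 73. A difference in library size can be excluded as the whole cause, because 422 and 216 genes were called after all libraries were thinned to a total of 18819873 counts. So can an uneven spread of smaller and larger libraries, since 541 and 328 genes were called with library size as a term. Gene length had a Spearman correlation with the log2 fold change of −0.0892 and −0.0444 across genes, too small to account for the calls. Without E. coli replicates 5 and 6 together 319 (187 higher, 132 lower) and 124 (74 higher, 50 lower) genes were called, which excludes RNA of stromal cells in them as the whole cause. Fewer libraries also find fewer genes, and how much of the fall comes from either was not tested. Without HQL-79 replicate 2 the count with HQL-79 was 149, and without E. coli replicate 5 it was 169. Open are an effect of the inhibitors, of a solvent or handling shared by both groups, for which none of the 24 libraries is a control, and of a different make-up of the cultures in cells other than stromal ones, which was not tested as a cause.

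The direct comparison of the inhibitors called 2 genes, which differ between the groups by a test of the difference itself. CYP1A1 had a log2 fold change of −2.49 (H-PGDS inhibitor 1 minus HQL-79, standard error 0.31, adjusted p = 0.00240 by edgeR), with 0.838 CPM against 4.65 CPM and 2.67 CPM in the E. coli group. CYP1B1 had −1.92 (standard error 0.30, adjusted p = 0.0248), with 32.0 CPM against 122 CPM and 56.5 CPM in the E. coli group. At an unadjusted p under 0.05 912 genes differed, and DESeq2 called 3. Against E. coli alone, CYP1A1 changed by −1.70 with H-PGDS inhibitor 1 (adjusted p = 0.000821) and 0.78 with HQL-79 (adjusted p = 0.0683), and CYP1B1 by −0.82 (0.0466) and 1.11 (0.0167). The real split was the 1 of 100 that called 2 genes or more. That share of 0.01 is the smallest these splits can give, so chance is unlikely but not excluded. Without H-PGDS inhibitor 1 replicate 1, 4 or 5 or HQL-79 replicate 2, 3 or 6, CYP1B1 was no longer called (adjusted p = 0.0892, 0.0616, 0.0871, 0.0543, 0.0719 and 0.0876). Reads shared between these paralogs were not tested, and a difference between the compounds stays open as untested.

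In 44 groups of replicate values, 2 had a library far from the others, where chance gives about 2.2. The mean log2 CPM of the macrophage markers was 7.72 in E. coli replicate 5, against 8.14 to 8.27 in the other E. coli libraries. This library also had the highest level of 15 of 18 stromal markers (mean log2 CPM 4.47), so RNA of stromal cells in it, a candidate explanation taken from the test in which 0 stromal genes were called lower with either inhibitor once E. coli replicate 5 was left out, would lower the share of macrophage RNA. The mean log2 CPM of the stromal markers in HQL-79 replicate 4 was −2.18, against 0.05 to 1.07 in the other libraries of its group. No explanation was tested for it, and 2 libraries of 44 groups are the number chance gives.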

How the results depend on the processing

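The alternatives with library totals as the only scaling, with a term for library size, with separate fits of smaller and larger libraries, and of the interaction with the replicate block were chosen only after the results were seen. For values given without a cause, the cause was not tested. All alternatives planned were run.

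The 3940 genes called for infection (1801 higher, 2139 lower) stayed within 1.5 times with DESeq2 (4526), RLE factors (3940), no filter (4717), at least 10 counts in every library (3146), all 24 libraries (4133), the replicate block (3979), library size as a term (4054) and separate fits of smaller (3082) and larger (4729) libraries. With each library left out in turn it was 3841 to 4188, with 1598 to 1798 higher and 2221 to 2432 lower. The stricter thresholds of the paper's methods gave 2214 (1085 higher, 1129 lower), by construction. With glmTreat, which tests against a log2 fold change of 1, 2720 were called (1311 higher, 1409 lower). The scaling changed the split most. From 45.7% higher, it went to 14.4% with FPKM values and a pseudocount of 1 (551 higher, 3288 lower), 12.5% with a pseudocount of 0.1 (603 and 4227), 14.4% with FPKM and no filter (563 and 3339) and 11.7% with library totals as the only scaling (6229 genes, 726 and 5503). In these the log2 fold changes of all genes moved by medians of −0.77, −0.83, −0.74 and −0.84, and TMM factors, which remove such a shift, are what the alternatives leave out. The same step reversed the sign of 4 named genes, given in the order of these 4 alternatives. ACTB, 0.79, went to −0.0333 with FPKM, pseudocount 1, −0.0334 with FPKM, pseudocount 0.1, −0.0333 with FPKM, no filter, and −0.0460 with library size factors only. GAPDH, 0.48, went to −0.35 in all 4. TBXAS1, 0.15, went to −0.67, −0.70, −0.67 and −0.70. AKR1B1, 0.43, went to −0.40, −0.41, −0.40 and −0.43.

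With H-PGDS inhibitor 1 (475 genes, 46.1% higher) and HQL-79 (264, 49.2% higher), FPKM values called 77 and 42 genes at a pseudocount of 1, 164 and 100 at 0.1, and 73 and 38 with no filter, with 63.4% to 73.8% higher. The thresholds of the paper's methods gave 228 and 170 (28.9% and 23.5% higher), and at least 10 counts in every library, which tests fewer genes, 279 and 152 (the latter 59.9% higher). DESeq2 gave 417 with HQL-79 (36.9% higher) and 630 with H-PGDS inhibitor 1. The fits of the smaller libraries, with fewer replicates, called 67 and 124 (62.7% and 71.8% higher), and those of the larger ones 824 and 381 (the latter 60.1% higher). The library totals as the only scaling moved the split to 58.6% and 59.6%. By glmTreat 0 genes were called for either inhibitor and 0 between them, with 263, 170 and 3 at an unadjusted p under 0.05. RLE factors, no filter, all 24 libraries and library size as a term stayed within 1.5 times. Leave-one-out counts were 380 to 562 and 149 to 341, the lowest without HQL-79 replicate 2 (149) and E. coli replicate 5 (169). The 2 genes between the inhibitors became 1 with FPKM at a pseudocount of 1, with FPKM and no filter, in the fit of the smaller libraries, and without H-PGDS inhibitor 1 replicate 1, 4 or 5 or HQL-79 replicate 2, 3 or 6 (1 to 2 over all omissions). DESeq2, the methods thresholds and library size as a term gave 3.

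The PCA shares of 91.7% and 5.41% went to 81.3% and 12.8% with log2 CPM. The first also moved with all tested genes (85.2%), 1000 genes (90.1%), genes scaled to unit variance (89.6%) and all 24 libraries (88.5%), and the second with FPKM values (4.02%) and unit variance (6.95%). Left out in turn, the libraries gave 90.0% to 95.1% and 2.27% to 6.87%, with the extremes without E. coli replicate 1 (90.0%) and E. coli replicate 5 (95.1% and 2.27%) and without uninfected replicate 1 (6.87%).

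All 5 immune lists kept an adjusted p under 0.05 with upregulated genes only, the methods' thresholds, no filter, DESeq2 calls, the replicate block, library size as a term, preset camera and fry. With downregulated genes only each had 1. With the correlation between genes estimated, camera gave 0.226 for inflammatory response, 0.174 for TNF, 0.166 for NF-κB, 0.174 for cytokine-cytokine receptor and 0.0942 for MAPK signaling, so their calls rest on tests that take genes as nearly independent or test them against no change. Leave-one-out ranges were 1.53e-12 to 8.97e-11, 9.50e-10 to 1.34e-08, 3.47e-05 to 0.000196, 2.89e-15 to 1.45e-12 and 0.0128 to 0.167. MAPK signaling was over 0.05 without uninfected replicate 1 (0.167), 4 (0.0555) or 5 (0.0542) or E. coli replicate 3 (0.0559). The ribosomal list, at 1 in all 12 omissions as was oxidative phosphorylation, had 2.68e-12 by preset camera and 3.52e-07 by fry, since its 75 genes share a small rise (median 0.38).

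The replicate block was used for infection, whose groups the numbers pair, and there it changed the call of PTGFR (adjusted p = 0.0666) and of no other named gene. In the interaction of library size and infection it called 469 genes in place of 458, TNF (adjusted p = 0.150) and IL6 (0.122) were no longer significant, and IL2, not significant in either fit, went from 0.62 to −0.18. The E. coli and inhibitor groups share only a number. Libraries with the same number had median correlations of −0.122 (over 0.1 in 2 of 6) with H-PGDS inhibitor 1 and 0.0768 (3 of 6) with HQL-79, and the block gave 380, 232 and 2 genes. The rank correlation of the inhibitors' effects, 0.670, was 0.757 over genes called with either and 0.599 with the block, and 0.629 to 0.688 leave-one-out. The slopes along the infection response, −0.105 and −0.0650, were −0.273 and −0.235 over genes called with either, which selects large changes, and −0.113 to −0.0989 and −0.0763 to −0.0477 leave-one-out, the last without HQL-79 replicate 5.

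Of 44 named genes tested for infection, 12 changed a call under an alternative, 4 of them with 1 library left out. PTGFR (2.80, adjusted p = 0.0465) was lost in 8 omissions, with 0.95 without E. coli replicate 5. AKR1B1 was lost without uninfected replicate 6 (adjusted p = 0.0501) or E. coli replicate 2 (0.0511). TBXAS1 became significant without E. coli replicate 5 (0.00453), and TBXA2R without uninfected replicate 1 (0.0238) or 4 (0.0228) or E. coli replicate 5 (0.0263). For H-PGDS inhibitor 1 it was 23 of 49 and 5 of them, and for HQL-79 21 of 49 and 9. TNF with HQL-79 (adjusted p = 0.0468) was lost in 8 omissions, with 0.0530 to 0.105, and IL1B (0.0243) in 4, with 0.0505 to 0.0647. Depth limits genes under about 1 CPM, among them IL17F and CA8 in uninfected libraries, where a few counts set the fold change.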

Differences from the paper's values

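The paper states that PCA2 accounted for 12.49 % of the variation, and the value here was 5.41%. With log2 CPM in place of variance stabilized counts, one of the alternatives set before the data were examined, the second component held 12.8% and the first 81.3%, against the paper's 83.77 % for PCA1. The other alternatives set then differed from the paper's PCA2: all tested genes (5.89%), 1000 genes (6.07%), FPKM values (4.02%), genes scaled to unit variance (6.95%), all 24 libraries (4.96%) and each of the 12 fits with a library left out (2.27% to 6.87%).

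The counts of differentially expressed genes, 3940 with 1801 upregulated and 2139 downregulated, are within 1.5 times the paper's 4522, 2141 and 2381. The DESeq2 alternative, the tool named in the paper's methods, called 4526, 2145 and 2381. It called 3896 of the 3940 genes. The paper gives an adjusted p under 0.05 and an absolute log2 fold change over 1 in its results and an unadjusted p under 0.05 with an absolute log2 fold change over 1.5 in its methods, and with the latter 2214 genes were called.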

Other observations

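The tests of library size, of T cell content against cytokine level, of E. coli replicate 5 and of shared causes of the inhibitor effects were chosen only after the results were seen. The tests against other splits of the libraries, apart from those by library size, and the tests for T cell RNA and its change on infection were planned.

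For infection, the real groups were the 1 split of 100 that called as many genes, and 1 of the 32 that part all 6 pairs of replicate numbers, so chance is unlikely. The largest other split called 1675 genes and kept 10 of 12 libraries on their own side, and splits with at most 8 on their own side called 0 by edgeR's test. For each of the 5 immune lists the real groups were also the 1 split of 100 with as small an adjusted p by Fisher's exact test, but 97 of the 99 other splits called 0 genes by edgeR, which fixes their p at 1, so this does not test the lists against chance. After thinning to a total of 21137119 counts, 3780 genes were called for infection, and 4054 with library size as a term, so neither library size nor its spread over the groups is the whole cause. Gene length had a Spearman correlation of −0.0261 with the log2 fold change across genes. With the replicate block 3979 genes were called. This leaves an effect of infection, a hypothesis in that it was found and tested on the same data.

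Libraries of one group differed by library size. With the group as a term, 376 of 12422 genes differed between the 10 smaller and the 14 larger libraries, 123 higher and 253 lower in the smaller ones. The real division was the 1 of 60 within-group splits that called as many, and 0 genes were called by edgeR in the others. Depth itself is excluded, since 300 of these genes were also called after thinning to one total, and gene length had a correlation of 0.0466. The most significant genes, chosen after their values were seen, were CYBRD1 (−1.31), XG (−1.65) and ITGB5 (−1.08). A batch of culture, library preparation or sequencing cannot be told apart from a biological difference between cultures, because no label gives one, and all 376 genes may come from either.

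The infection response differed between these libraries. The interaction of library size and infection called 458 of 12167 genes. The log2 effect of infection was higher in the larger libraries for 361 of them, of which 313 are raised by infection, and lower for 97, of which 77 are lowered by it. With the replicate block 469 genes were called, 333 of them among the 458, which all kept their sign. Of 60 within-group splits, 2 called as many, the real one included, and the largest other called 753. The division was chosen after the data were seen, and the exact one-sided upper bound of the share of other splits is 7.79%, so chance cannot be excluded. Depth is excluded, since 403 of the genes were also called after thinning. Between the smaller and larger uninfected libraries 572 genes were called. The number called between the E. coli libraries is not given here, so the share of each group in the difference stays open. Of 367 genes called lower in the larger uninfected libraries, 293 are raised by infection and 11 lowered, and of 205 called higher, 1 is raised and 139 lowered. With no library in common, the difference between smaller and larger uninfected libraries was correlated across genes with the infection effect in the larger libraries. The median Spearman correlation was 0.629 (0.620 to 0.662), and genes are not independent replicates. Both differences subtract larger uninfected libraries, so a deviation that these share would raise the correlation as well. A partly infected state of the smaller uninfected cultures stays a hypothesis, found and tested on the same data, which the correlation cannot tell from such a deviation. The paper's methods describe lipopolysaccharide to make M1 macrophages, and any remaining effect of it in uninfected cultures was not tested. Reads or RNA carried over from infected libraries would raise all infection genes alike. The T cell cytokines in the smaller uninfected libraries stood at a median of 0.359% of their level in the E. coli group. TNF, IL1B, IL6 and CXCL8 exceeded the larger uninfected libraries by a median of 1.48% of it, and IL10 by 20.6%. Carry-over is therefore excluded as the whole cause. For PTGS2 (0.389%), TNFAIP6 (0.411%) and CSF2 (0.370%) the excess was close to the level of the T cell cytokines, so for these genes carry-over stays open. A batch cannot be told apart from the other explanations, since the 458 genes would be called under both and no label gives a batch.

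IL17A, IL17F, IL2 and IFNG, which are cytokines of T cells, rose after infection by a median of 8.27 on the log2 scale. The genes of the T cell receptor complex (CD3D, CD3E, CD3G, CD247) had a median of 2.32 CPM in the uninfected cultures, which is consistent with RNA of T cells in them, and their median log2 fold change on infection was −0.10, which excludes more T cell RNA in the infected libraries as the cause of the rise. Their levels were 3.81 CPM with H-PGDS inhibitor 1 and 3.31 CPM with HQL-79. Over the 18 infected libraries, centred by group, the mean log2 level of the complex and of the cytokines correlated (Pearson r 0.646, permutation p = 0.00667, adjusted p = 0.0200 over 3 sets of libraries, and Spearman rho 0.631, permutation p = 0.0115, adjusted p = 0.0345), and r was 0.699 without the 2 libraries farthest from the median. In the 11 larger libraries r was 0.911 (exact permutation p = 0.0631) and in the 7 smaller ones 0.813 (exact permutation p = 0.292), but −0.736 there without the 2 farthest, so within the smaller libraries the relation rests on those. T cells as the source and production by the macrophages themselves cannot be told apart, because RNA of whole cultures was sequenced.

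Of the marker lists, 0 of 7 changed with infection by camera at an adjusted p under 0.05, and 1 had an unadjusted p under it, or 2 with the replicate block (T cell 0.0211, stromal 0.0266). On the FPKM values, with 6 T cell and 9 stromal genes tested in place of 25 and 15, camera gave them an adjusted p of 0.00867 and 0.00588. With H-PGDS inhibitor 1 and HQL-79, camera found higher T cell (0.00101 and 0.000619, medians 0.99 and 0.89) and macrophage markers (0.000834 and 0.000262, medians 0.32 and 0.32), and lower granulocyte markers with HQL-79 (0.0366, median −0.70). Of these, fry gave 0.0787 and 0.0868 for T cell, 0.0390 and 0.0357 for macrophage and 0.0357 for granulocyte markers, and camera with an estimated correlation gave 0.477 or more. With infection, T cell (adjusted p = 0.00160 by fry), cytotoxic and NK cell (0.000228) and B and plasma cell (0.00466) markers changed. Their median log2 fold changes were 0.72, 0.24 and −0.40. Macrophage (0.668, median −0.13), granulocyte (0.668, 0.39), stromal (0.341, 2.12) and erythroid (0.668, 0.14) markers did not change with infection by fry. With the replicate block stromal markers did by fry (0.0304), with 10 genes called higher and 1 lower. With an estimated correlation 0 of 7 lists changed by camera. With library totals as the only scaling, where all genes had a median of −0.89, the medians of T cell and cytotoxic markers were −0.13 and −0.62. Median levels in uninfected and E. coli libraries were 238 and 317 CPM for macrophage, 3.41 and 11.1 for stromal, 2.89 and 1.30 for granulocyte, 0.704 and 1.27 for T cell, 0.707 and 0.424 for erythroid and 0.0254 and 0.0460 for B cell markers. The most abundant genes were LAT (8.57 and 138 CPM), NKG7 (187 and 99.7), JCHAIN (4.22 and 0.717), CTSB (3926 and 4237), MMP9 (10500 and 12625.0), COL1A2 (40.1 and 203) and TFRC (586 and 1468). Macrophages also express several of these, and 11 of 28 T cell, 8 of 16 granulocyte and 13 of 18 stromal markers had over 1 CPM in uninfected cultures.

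Stromal markers were lower with both inhibitors, 11 and 10 of 15 tested genes by edgeR, and 6 were higher and 1 lower after infection. Without E. coli replicate 5 there were 0 in all 3 comparisons (H-PGDS inhibitor 1, HQL-79 and infection), with 6, 6 and 2 at an unadjusted p under 0.05. COL1A2 had 885 CPM in this library, against 217 in E. coli replicate 6 and 147 in uninfected replicate 6. RNA of stromal cells in E. coli replicate 5 may therefore account for these calls. Without E. coli replicates 5 and 6, 319 and 124 genes were still called with the inhibitors. No biological explanation was tested, since the labels do not separate the cultures further.

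With both inhibitors, genes moved against their infection response. Of the infection-raised genes, 129 were called lower with H-PGDS inhibitor 1 and 37 higher, and 82 and 30 with HQL-79. Of the infection-lowered genes 103 were called higher and 9 lower, and 56 and 0 (the 0 by edgeR). These counts share the 6 E. coli libraries with the infection comparison, where they enter with the opposite sign. Variation in those libraries alone can therefore give opposite calls. Over 3940 genes, with no E. coli library in common, the slope of the inhibitor effect on the infection effect was −0.105 and −0.0650. Over 20 divisions of the E. coli libraries it ranged from −0.124 to −0.0753 and from −0.0842 to −0.0349. In 20 simulations of unchanged groups it was −0.00547 to 0.00482. The simulations drew each gene independently, without differences between cultures that genes share, so real unchanged cultures could range more widely. A uniformly weaker infection is excluded as the whole cause, because 22.3% and 26.8% of the called infection-raised genes were higher. IL6 changed by −2.02 with H-PGDS inhibitor 1 (adjusted p = 0.000150 by edgeR, lower in 6 of 6 libraries) and −1.37 with HQL-79 (0.00482, 6 of 6), CXCL8 by −0.78 (0.00171) and −0.58 (0.0180), and IL10 by 0.88 (2.85e-05) and 0.55 (0.00182), all in 6 of 6. IFNG (0.98 and 1.12, higher in 6 of 6 and 5 of 6 libraries) and IL2 (0.78 and 0.92, 6 of 6) were higher. IL17A (0.07 and 0.29) and IL17F (0.37 and 0.63) had no adjusted p under 0.05 by edgeR. The T cell receptor complex had a median of 3.81 and 3.31 CPM with the inhibitors, against 1.91 CPM in the E. coli group. More T cell RNA may therefore account for the higher IFNG and IL2, and was not tested as a cause. PTGS2 did not change (−0.18 and −0.13, adjusted p = 0.521 and 0.702 by edgeR). Among the 5 largest rises with each inhibitor were SPIC (3.49 and 3.08) and STOX1 (2.26 and 2.38), and among the 5 largest falls with each was FGF23 (−2.31 and −2.84). Across genes, the effects of the inhibitors had a Spearman correlation of 0.858, where simulated unchanged groups with the same shared E. coli libraries had 0.433 to 0.470. With separate E. coli libraries the correlation was 0.670 (0.544 to 0.756), where simulated unchanged groups had at most 0.0192. These simulations have the same limit. A solvent or handling shared by both inhibitor groups cannot be told apart from the inhibition they share, since no library had the solvent alone.

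Of 26 genes of the prostaglandin pathway, 17 were tested for infection. Over all genes 11 had an adjusted p under 0.05, 7 higher and 4 lower, and adjusted over the list alone 10. Besides PTGS2, PTGIR (4.65), PTGFR (2.80, not called with the replicate block), PLA2G4A (1.99), PTGER2 (1.55) and PTGES3 (1.15) were called higher, and CBR1 (−3.13), PTGES2 (−1.18) and PPARG (−1.08) lower. PTGDS (2.41 CPM in uninfected and 2.14 CPM in E. coli libraries) was not called (−0.11, adjusted p = 0.649), and PTGDR (0.210 and 0.223 CPM) and PTGDR2 (0.566 and 0.0900 CPM) had too few counts to be tested. With H-PGDS inhibitor 1, 6 of 17 passed over all genes and 6 over the list alone, and with HQL-79 3 and 4. The transcripts of the other proteins that the paper measured, adjusted over the list alone and over all genes, were 13 of 13 for infection, 7 of 13 with H-PGDS inhibitor 1 and 7 of 13 with HQL-79. Of these CD80 rose (2.51) and HMGB1 fell (−0.31) after infection. The genes labelled in Figure 1B gave 4 of 11 with H-PGDS inhibitor 1 in both counts, and with HQL-79 3 over all genes and 4 over the list alone.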
